# Small-molecule MMP2/MMP9 inhibitor SB-3CT modulates tumor immune surveillance by regulating PD-L1

**DOI:** 10.1186/s13073-020-00780-z

**Published:** 2020-09-28

**Authors:** Youqiong Ye, Xinwei Kuang, Zuozhong Xie, Long Liang, Zhao Zhang, Yongchang Zhang, Fangyu Ma, Qian Gao, Ruimin Chang, Heng-Huan Lee, Shuang Zhao, Juan Su, Hui Li, Jingbo Peng, Huifang Chen, Minzhu Yin, Cong Peng, Nong Yang, Jing Wang, Jing Liu, Hong Liu, Leng Han, Xiang Chen

**Keywords:** Immune checkpoint blockade, Matrix metalloproteinases (MMPs), SB-3CT, Combination treatment

## Abstract

**Background:**

Immune checkpoint blockade (ICB) therapy has demonstrated considerable clinical benefit in several malignancies, but has shown favorable response in only a small proportion of cancer patients. Recent studies have shown that matrix metalloproteinases (MMPs) are highly associated with the microenvironment of tumors and immune cells. However, it is unknown whether MMPs are involved in immunotherapy.

**Methods:**

Here, we used integrative analysis to explore the expression landscape of the MMP family and its association with immune features across multiple cancer types. We used T cell cytotoxicity-mediated tumor killing assay to determine the co-cultured T cell activity of SB-3CT, an MMP2/9 inhibitor. We then used in vitro assays to examine the regulating roles of SB-3CT on PD-L1. We further characterized the efficacy of SB-3CT, in combination with anti-PD-1 and/or anti-CTLA4 treatment in mouse models with melanoma and lung cancer.

**Results:**

Our computational analysis demonstrated a strong association between MMP2/9 and immune features. We demonstrated that inhibition of MMP2/9 by SB-3CT significantly reduced the tumor burden and improved survival time by promoting anti-tumor immunity. Mechanistically, we showed that SB-3CT treatment significantly diminished both mRNA and protein levels of PD-L1 in cancer cells. Pre-clinically, SB-3CT treatment enhanced the therapeutic efficacy of PD-1 or CTLA-4 blockade in the treatment of both primary and metastatic tumors.

**Conclusions:**

Our study unraveled novel molecular mechanisms regarding the regulation of tumor PD-L1 and provided a novel combination therapeutic strategy of SB-3CT and ICB therapy to enhance the efficacy of immunotherapy.

## Background

Emerging immunotherapies that use immune checkpoint blockade (ICB) [1] have been approved to fight multiple cancers, including melanoma, non-small cell lung cancer, and bladder cancer. ICB therapies that target cytotoxic T lymphocyte–associated antigen 4 (CTLA-4) [2], programmed death 1 (PD-1) [3], and its ligand programmed death ligand 1 (PD-L1) [4] have shown promising clinical effects. However, only a small proportion of patients can benefit from anti-CTLA4 and/or anti-PD-1/PD-L1 immunotherapy. Recent studies have demonstrated the power of ICB in combination with other treatment strategies to improve treatment efficacy. For example, a combination of CPI-1205, which pharmacologically inhibits EZH2, plus ipilimumab increases the effectiveness of anti-CTLA-4 therapy in a mouse model [5]. In patients with unresectable stage III or IV melanoma, the combination of ipilimumab and sargramostim results in longer overall survival time and lower toxicity compared to treatment with ipilimumab alone [6]. Developing an efficient combinational approach necessitates a better understanding of the underlying mechanism for these synergistic effects. For example, epigenetic modifiers (e.g., BRD4, MLL1), noncoding RNAs (e.g., miR-200, miR570, LINK-A), signaling pathways (e.g., IFNγ-JAK-STAT, NF-κB, HIF-1α, EGFR, Hippo signaling pathway), and post-translational modification (GSK3β, CSN5) are involved in PD-1/PD-L1 pathways [7, 8].

Matrix metalloproteinases (MMPs) are a family of zinc-dependent endopeptidases [9]. There are 24 known MMPs in humans with several distinct domains, including gelatinases, collagenases, matrilysins, stromelysins, and membrane-type MMPs [10]. MMPs mediate a range of biological functions, such as degradation of various molecules for cell adhesion and modulation of cellular and extracellular matrix interactions [11]. Recent studies have shown that MMPs are highly associated with the microenvironment of tumors and immune cells and that targeting MMPs may overcome the barrier of immune suppression [11, 12]. For example, MMPs process CCL/MCP and CXCL chemokines and their receptors to modulate inflammatory and immune responses [13]. MMP9 is a component of the angiogenic switch during carcinogenesis [14], and MMP9-cleaved osteopontin fragments contribute to tumor immune escape by inducing the expansion of myeloid-derived suppressor cells (MDSCs) [15]. Clinical trials have pharmacologically targeted MMPs, and multiple broad-spectrum MMP inhibitors, such as batimastat, CGS 27023A, marimastat, prinomastat, tanomastat, and periostat [16], have been developed to target the synthesis, secretion, and activation of MMPs. Among these, marimastat, which was seen as the most promising, was evaluated in phase III trials for patients with breast cancer, lung cancer, and gastric cancer [17–19]. MMP inhibitors have failed to improve the overall survival times of patients or to alleviate symptomatic progression of cancer in clinical trials, mainly due to the non-specificity of the drug and the complex complicated background for specific effects of MMPs [20]. There is a need to understand the impact of MMPs in carcinogenesis in order to optimize the effects of MMP inhibitors in cancer therapy. In addition, the cross-talk between MMP inhibitors and ICB treatment remains unknown. In the present study, we systematically explored the genomic alterations of MMPs across 33 cancer types from The Cancer Genome Atlas (TCGA) [21]. We further characterized the efficacy of one MMP inhibitor, SB-3CT, in combination with anti-PD-1 and/or anti-CTLA4 in vitro and in vivo. Our research provides further understanding of MMPs involved in immunotherapy.

## Methods

### Data collection and processing

Normalized gene expression data based on the expectation maximization of 33 cancer types was downloaded from the TCGA data portal (http://gdac.broadinstitute.org/) [22]. Other independent expression datasets for patients with different cancer types were downloaded from Gene Expression Omnibus (https:// www.ncbi.nlm.nih.gov/geo/), including lung cancer (GSE33072 [23], GSE42127 [24]) and head and neck cancer (GSE65858 [25]). The gene expression data for liver cancer (LICA, LIRI) were downloaded from the International Cancer Genome Consortium (https://icgc.org/icgc/). The percentages of TILs were obtained from Thorsson et al. [26] (https://gdc.cancer.gov/about-data/publications/panimmune).

The gene list of MMPs was obtained from https://www.genenames.org/. MMP family members were divided into seven groups based on their typical structure [10]. The gene signature of the immune cell populations was obtained from Charoentong et al. [27]. Fifty hallmark gene sets were downloaded from The Molecular Signatures Database (MSigDB, http://software.broadinstitute.org/gsea/msigdb/) [28]. We used GSVA [29] to calculate the score of each MMP group, immune cell populations, and MSigDB hallmark pathways. MMP groups were considered to show differential expression between tumor and normal paired tissue samples if the GSVA score difference > 0.3 and the two-sided paired Student’s *t* test *p* < 0.05. We calculated Spearman’s correlation between the expression of immune features and the score of MMP groups, considering |*Rs*| > 0.2 and false discovery rate (FDR) < 0.05 for statistical significance.

The epithelial-to-mesenchymal transition gene signatures were obtained from Mak et al. [30], including 25 epithelial marker genes and 52 mesenchymal marker genes. The EMT score for each sample was estimated as $$ {\sum}_i^N{M}^i/N-{\sum}_j^n{E}^j/n $$, as described in a previous study [30], where *M* and *E* represent the expression of the mesenchymal gene and epithelial gene, respectively, and *N* and *n* respectively represent the number of mesenchymal genes and epithelial genes.

### Cell culture and transfections

The human malignant melanoma cell lines (A375 and SK-MEL-28) and mouse LLC cell lines were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum (BI), 100 U of penicillin, and 100 μg/ml streptomycin (Gibco). The human A549 lung cancer and mouse melanoma cell line B16F10 was cultured in RPMI1640 medium. All cell lines were routinely tested for mycoplasma contamination and found to be negative. SB-3CT was added to the complete medium at the indicated concentrations and time.

### Plasmids and vectors

For the stable infection cell lines, MMP2 and MMP9 shRNA lentiviral vectors carrying hairpins were purchased from Shanghai GemmaPharma. The targeting sequences were described as follows:

shMMP2 #1:AAGAACCAGATCACATACAGG;

shMMP2 #2: AACGGACAAAGAGTTGGCAGT;

shMMP9 #1: AACATCACCTATTGGATCCAA;

shMMP9 #2: AGTACTGGCGATTCTCTGAGGC.

MMP2 and MMP9 overexpression plasmids were synthesized by Shanghai Genechem.

### Antibodies and chemicals

Human anti-PD-L1-Rb (ab213524) and mouse anti-PD-L1-Rb (ab213480) were purchased from Abcam; anti-CD8α-Rb (GB11068 and GB11068-1) was purchased from Servicebio; anti-PD-1-Rb (84651) was purchased from Cell Signaling Technology; the antibodies specific for human anti-MMP2-Rb (10375-2-AP), anti-MMP9-Rb (10373-2-AP), anti-MMP9-Rb (10373-2-AP), anti-GAPDH-M (60004-1-Ig), and anti-PD-L1-M (66248) were purchased from Proteintech; SB-3CT was purchased from Selleck(S7430); and in vivo mAb anti-PD-1-M (BE0146), anti-CTLA-4-M (BE0164), and IgG isotype control (BE0086, BE0089) were purchased from Bioxcell.

### T cell–mediated tumor cell killing assay

To acquire activated T cells, human peripheral blood mononuclear cells (LTS1077, Yanjin Biological) were cultured in CTSTM AIIM VTM SFM (A3021002; Gibco) with ImmunoCult Human CD3/CD28/CD2 T cell activator (10,970; STEMCELL Technologies) and IL-2 (1000 U/mL; PeproTech, Rocky Hill, NJ, USA) for 1 week according to the manufacturer’s protocol. The experiments were performed with anti-CD3 antibody (100 ng/mL; 16-0037; eBioscience, Thermo Scientific), IL-2 (1000 U/mL). Cancer cells were allowed to adhere to the plates overnight and then incubated for 48 h with activated T cells in the presence or absence of SB-3CT (25 μM). The ratios between cancer cells and activated cells (1:3) were modified according to the purpose of each experiment. T cells and cell debris were removed by phosphate-buffered saline (PBS) wash, and living cancer cells were then quantified by a spectrometer at OD (570 nm) followed by crystal violet staining.

### Flow cytometry analysis

In this study, all flow cytometry antibodies and agents were purchased from BioLegend (San Diego, CA, USA). In the mouse samples, single-cell suspension of B16f10-xenograft tumor was obtained by rapid and gentle stripping, physical grinding, and filter filtration. After blocking with CD16/CD32 (40477) antibody and removing dead cells with Zombie Red Fixable Viability Kit (77475), cells were stained using APCCY7-CD45(103116), AF700-CD3(100216), PECY5.5-CD4(100434), PECY7-CD8(100722), APC-CD25(102012), and BV421-PD1(135218) for 20 min. After fixation and permeabilization (421402), intracellular antibody was stained using PE-FOXp3(126404), FITC-GZMB (372206), and BV711-IFNγ(505836). To detect the expression of PD-L1 on the membrane of human cell lines, cells were stained using PE-PDL1 (329706), after blocking with Human TruStain FcX(422302) antibody and removing dead cells with Zombie Aqua Fixable Viability Kit (423102). Stained cells were analyzed by FACS Dxp AthenaTM (Cytek, Fremont, CA, USA). Data were further analyzed by Flow Jo 10.0 software.

### Immunoblot analyses

Cells were lysed in RIPA lysis buffer (DingGuo, China) supplemented with protease inhibitors and phosphatase inhibitors (Selleck, Houston, TX, USA). Protein concentrations were measured using a Beckman Coulter DU-800 spectrophotometer using the BCA reagent (Beyotime, China). Equal amounts of protein were resolved by SDS–PAGE and immunoblotted with indicated antibodies. The blots were detected using a gel image analysis system (LI-COR, Lincoln, NE, USA).

### Immunofluorescence

For multiple immunofluorescence, human tissue chip and 4-μm paraffin sections were baked for 120 min at 60 °C and then deparaffinized. Antigen was retrieved at EDTA antigen retrieval buffer (pH 8.0) and maintained at a sub-boiling temperature for 8 min, then left standing for 8 min and followed by maintaining at sub-boiling temperature again for 7 min. After spontaneous fluorescence quenching, samples were blocked in 3% BSA, PBS wash with 0.25% Triton X-100 for 1 h at room temperature. Primary antibodies targeting PD-1, CD8α, or PD-1 were incubated overnight at 4 °C in the blocking solution and then the following day were held at room temperature for 30 min. After extensive washing in PBS-0.25% Triton X-100, the secondary antibody was added to the blocking solution and incubated for 2 h if needed. Each primary antibody was dyed separately, and between intervals of each staining, the antigen was repaired once again in the EDTA antigen retrieval buffer (pH 8.0) by a microwave oven. After extensive washing in PBS-0.25% Triton X-100, slides were given a coverslip of anti-fade mounting medium. Then, the slides were incubated with DAPI solution at room temperature for 10 min and kept in a dark place. Microscopy detection was performed and images were collected by fluorescent microscopy.

### Real-time RT-PCR analyses

Total RNAs were extracted using trizol (Bioteke Corporation, China), and reverse transcription reactions were performed using HiScript II Q RT SuperMix for qPCR (Vazyme, China) according to the manufacturer’s instructions. Then, 40 cycles of quantitative reverse-transcription polymerase chain reaction (qRT-PCR) were conducted in 96-well plates using SYBR Green qPCR mixture (CWBIO, China) on the QuantStudio3 Real-Time PCR System. The fold change of gene expression was calculated by 2– (ΔCtexperimental group–ΔCtcontrol group). The sequence of primers was as follows:

Human GAPDH: forward, 5′-GGAGCGAGATCCCTCCAAAAT-3′; reverse, 5′-GGCTGTTGTCATACTTCTCATGG-3′.

Mouse GAPDH: forward, 5′-AGGTCGGTGTGAACGGATTTG-3′; reverse, 5′-GGGGTCGTTGATGGCAACA-3′.

Human PD-L1 (also known as CD274): forward, 5-TGGCATTTGCTGAACGCATTT-3′; reverse, 5′-TGCAGCCAGGTCTAATTGTTTT-3′.

Mouse PD-L1 (also known as Cd274): forward, 5′-GCTCCAAAGGACTTGTACGTG-3′; reverse, 5′-TGATCTGAAGGGCAGCATTTC-3′.

Human MMP9: forward, 5′-TGTACCGCTATGGTTACACTCG-3′; reverse, 5′-GGCAGGGACAGTTGCTTCT-3′.

Human MMP2: forward, 5′-TACAGGATCATTGGCTACACACC-3′; reverse, 5′-GGTCACATCGCTCCAGACT-3′.

### Mouse tumor generation and implantation

The animal protocol was approved by the Ethics Committee of Xiangya Hospital (Central South University, Changsha, Hunan, China). All experiments strictly followed the guidelines for the investigation of experimental pain in conscious animals for minimizing animals’ suffering and improving animals’ welfare. Wild-type B16F10 (5 × 10^5^) or LLC cells (1 × 10^6^) were injected subcutaneously into specific-pathogen-free-grade 6-week-old C57BL/6 female mice (from the Shanghai SLAC). Nearly 1 week later, the mice were pooled and randomly divided into several groups. When establishing the lung metastatic xenograft model, the mice in each group received 100-μl cell suspension (including 5 × 10^5^ B16F10 cells) via intravenous injection and were administered treatment on day 3. Mice were treated daily with SB-3CT (10 mg/kg, i.p.), anti-mouse PD-1 mAb (100 μg/mouse/3 days) or anti-mouse CTLA-4 mAb (200 μg/mouse/3 days), combination therapy or control vehicle/isotype only, for 9–15 days. Subsequently, tumors were collected and analyzed by FACS. The excised xenografts were also snap-frozen in liquid nitrogen. Paraffin-embedded tumor blocks were prepared for further analysis at the same time.

### RNA-seq analysis

RNA-seq was performed by Illumina Hiseq x-ten with 150-base paired-end reads. All reads were aligned to the mouse reference genome (mm10 or hg19) using hisat2 [31] with the default setting. Stringtie [32] was used to calculate the transcriptional expression level as fragments per kilobase per million. Genes were considered to be differentially expressed if the |log_2_(fold change)| > 0.5 and two-sided Student’s *t* test *p* < 0.5.

### Survival analysis

Overall survival analyses were performed using the R package survival, and the subjects were dichotomized based on median expression (enrichment score) or divided in two or more groups by specified parameters. Kaplan–Meier estimation of survival was used to construct the survival curves. Log-rank tests (corresponding to a two-sided *Z* test) were used to compare overall survival between subjects in different groups, and the hazard ratio (HR) (95% confidence interval) was provided for comparison of two groups. The *p* values were adjusted for multiple testing based on the FDR according to the Benjamini–Hochberg method.

### Statistical analysis

Experimental data were expressed as mean ± s.d. One-way ANOVA and Dunnett’s multiple comparison test were used to determine the statistical differences between multiple groups, and two-sided Student’s *t* test was used in two groups. A *p* value of less than 0.05 was considered statistically significant, with the analysis and mapping by Graphpad Prism software (GraphPad Software, Inc., version 7.0).

## Results

### Dysregulation of MMP family and association with cancer hallmarks

Dysregulation of MMPs contributes to cancer development [33]. The MMP family can be divided into seven groups based on their typical structure [10]: group1 (MMP7/26), group2 (MMP1/3/8/10/12/23/19/20/27), group3 (MMP11/21/28), group4 (MMP2/9), group5 (MMP17/25), group6 (MMP14/15/16/24), and group7 (MMP23A/23B) (Fig. 1a). We calculated the expression levels of each group by gene set variation analysis (GSVA) score [29] and compared between paired tumor and normal tissue samples across 14 cancer types from TCGA [22]. We observed that each MMP family group is differentially expressed in at least one cancer type (Fig. 1b), which suggests frequent dysregulation of MMPs in cancer. Six of the 7 MMP groups tended to be overexpressed in multiple cancer types. Among these, group4 (MMP2 and MMP9) was upregulated in nine cancer types, including breast invasive carcinoma (BRCA; diff = 0.86; *p* = 1.6 × 10^−14^), lung adenocarcinoma (LUAD; diff = 1.0; *p* = 3.32 × 10^−12^), lung squamous cell carcinoma (LUSC; diff = 0.87; *p* = 1.8 × 10^−7^), and head and neck squamous cell carcinoma (HNSC; diff = 0.97; *p* = 5.2 × 10^−15^). We further performed survival analyses and demonstrated that high scores for group4 are associated with worse survival in bladder urothelial carcinoma (BLCA; *p* = 0.37), kidney renal clear cell carcinoma (KIRC; *p* = 0.046), low-grade glioma (LGG; *p* = 1.1 × 10^−4^), and uveal melanoma (UVM; *p* = 0.012). In addition, mRNA expression of MMP2 and MMP9 is associated with worse survival in multiple cancer types (Additional file 1: Fig. S1A and B).

**Fig. 1:**
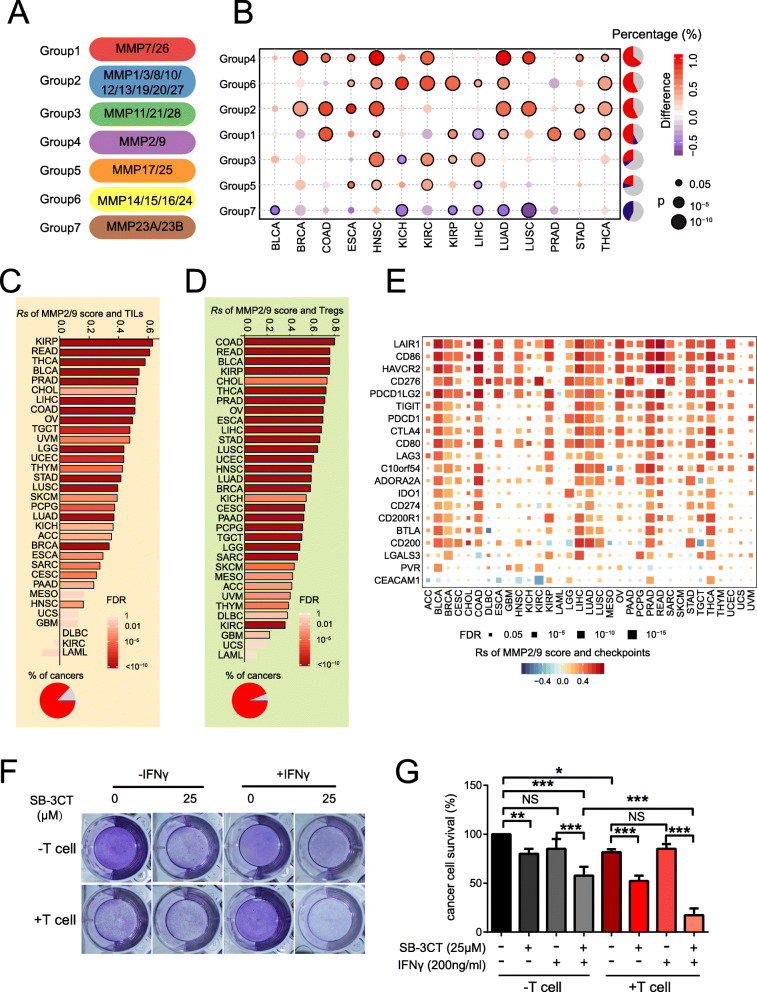
Dysregulation of MMPs and associations with cancer hallmarks. **a** Seven MMP groups based on their typical structures. **b** Differential score of MMP groups across 14 cancer types (*Y*-axis) compared to paired normal samples (fold change > 1.5; paired two-sided Student’s *t* test *p* < 0.05). Pie chart in the right panel shows the percentage of cancer types with significant upregulation (red), downregulation (blue), and non-significant alteration (gray). **c**, **d** MMP2/9 score correlated with **c** T cell–tumor infiltrating lymphocytes (TILs) and **d** regulatory T cells (Tregs). Pie charts show the percentage of cancer types with positive (red) and non-significant (gray) correlation. **e** Spearman’s correlation of MMP groups and inhibitory immune checkpoints. **f**, **g** T cell–mediated cancer cell killing assay. **f** SK-MEL-28 melanoma cells co-cultured with activated T cells for 48 h with or without SB-3CT (12.5, 25 μM) or IFNγ (200 ng/mL) were subjected to crystal violet staining. SK-MEL-28-to-T cell ratio, 1:3. **g** Statistical analysis. Results are mean ± s.d. NS, *p* > 0.05, *p < 0.05, **p < 0.01, and ***p < 0.001, as determined by one-way ANOVA and Dunnett’s multiple comparison test

To determine the functional effects of group4 dysregulation in human cancer, we analyzed the correlation between the group4 GSVA score and 50 cancer hallmark gene sets, which represent well-defined biological processes in human cancers [28]. We found that the group4 score highly correlated with multiple cancer hallmarks, including angiogenesis, apoptosis, epithelial–mesenchymal transition (EMT), and inflammatory response (Additional file 1: Fig. S1C). Interestingly, this score significantly correlated with many cancer hallmarks associated with immune response, including TNF-α signaling via NF-κB, IL2, and STAT5 signaling; IL6, JAK, and STAT3 signaling; inflammatory responses; IFNα response; and IFNγ response (Additional file 1: Fig. S1C). Therefore, we further explored the association of MMP2/9 with the tumor–immune environment. We observed that MMP2/9 highly correlated with tumor infiltration lymphocytes (TILs) across 27 cancer types (median Spearman’s correlation coefficient [*Rs*] = 0.43; Fig. 1c). Furthermore, MMP2/9 correlated with regulatory T cells (Tregs) [34, 35] across 30 cancer types (median *Rs* = 0.57; Fig. 1d). In addition, MMP2/9 positively correlated with most inhibitory immune checkpoints across multiple cancer types (Fig. 1e). For example, MMP2/9 highly correlated with exhausted T cell marker PDCD1 across 23 cancer types. These results suggested that MMP2/9 may contribute to tumor immune escape.

To further investigate the functional role of MMP2/9 in the immune response, we performed an in vitro T cell cytotoxicity-mediated tumor killing assay based on SK-MEL-28 melanoma cells in the presence of increasing concentrations of SB-3CT, which is known to inhibit gelatinases (MMP-2 and MMP-9) with high selectivity [36, 37]. Inhibition of MMP2/9 significantly increased the CD8^+^ T cell cytotoxicity and ability to eliminate tumor cells (Fig. 1f, g), and the CD8^+^ T cell cytotoxicity and killing ability was significantly stronger with IFNγ induction, which induced PD-L1 surface expression [38]. Taken together, our T cell tumor killing assay suggested that SB-3CT, an MMP2/9 inhibitor, can activate co-cultured T cell activity.

### SB-3CT, the MMP2/9 inhibitor, enhances the therapeutic efficacy of PD-1 blockade

With the in vitro evidence that SB-3CT, the MMP2/9 inhibitor, increased CD8^+^ T cell cytotoxicity, we further investigated whether the effect of SB-3CT was synergistic with that of anti-PD-1 therapy in vivo. We applied SB-3CT in combination with anti-PD-1 antibody in tumor mouse models of B16F10 melanoma and Lewis lung carcinoma (LLC; Additional file 1: Fig. S2). In brief, mice were injected subcutaneously with B16F10 tumor cells (5 × 10^5^) or LLC tumor cells (1 × 10^6^). Afterwards, mice with tumors reaching about 100 mm^3^ in size were randomized into four groups with different treatment strategies: control (isotype), treatment with anti-PD-1 antibody, treatment with SB-3CT, and the combination treatment of anti-PD-1 and SB-3CT. Treatments with anti-PD-1 were administered every 3 days and treatments with SB-3CT were administered every day until tumor capture at the ninth days, and tumor growth was measured every 3 days. In the B16F10 melanoma model, SB-3CT alone significantly decreased tumor growth at day 9 after treatment (mean tumor size 1469 vs 2030 mm^3^; *p* < 0.01 by two-way analysis of variance (ANOVA), Tukey’s multiple comparison test; Fig. 2a, c), while a combination treatment of SB-3CT and anti-PD-1 achieved better efficacy (mean tumor size 339 vs 2030 mm^3^; *p* < 0.001; Fig. 2a, c). SB-3CT alone substantially extended the overall survival time (median survival 31 vs 19 days; *p* < 0.01, log-rank test) of B16F10 tumor-bearing mice, and combined with anti-PD-1, enhanced the survival benefit (median survival 48 vs 19 days; *p* < 0.001; Fig. 2e). The LLC model showed similar results. Mice given the SB-3CT treatment had inhibited tumor growth (1709 vs 2397 mm^3^; *p* < 0.001; Fig. 2b, d) and extended survival time (25 vs 16 days; *p* < 0.05; Fig. 2f), while the combination treatment enhanced the decrease in tumor growth (316 vs 2397 mm^3^; *p* < 0.001) and extended survival (37 vs 16 days; *p* < 0.01; Fig. 2f). More importantly, administration of SB-3CT alone or in combination did not result in a significant change in body weight (Fig. 2g, h), which suggested that SB-3CT treatments in tumor-bearing mice had limited toxicity. Taken together, our in vitro study showed that SB-3CT, the MMP2/9 inhibitor, enhanced the therapeutic efficacy of PD-1 blockade.

**Fig. 2:**
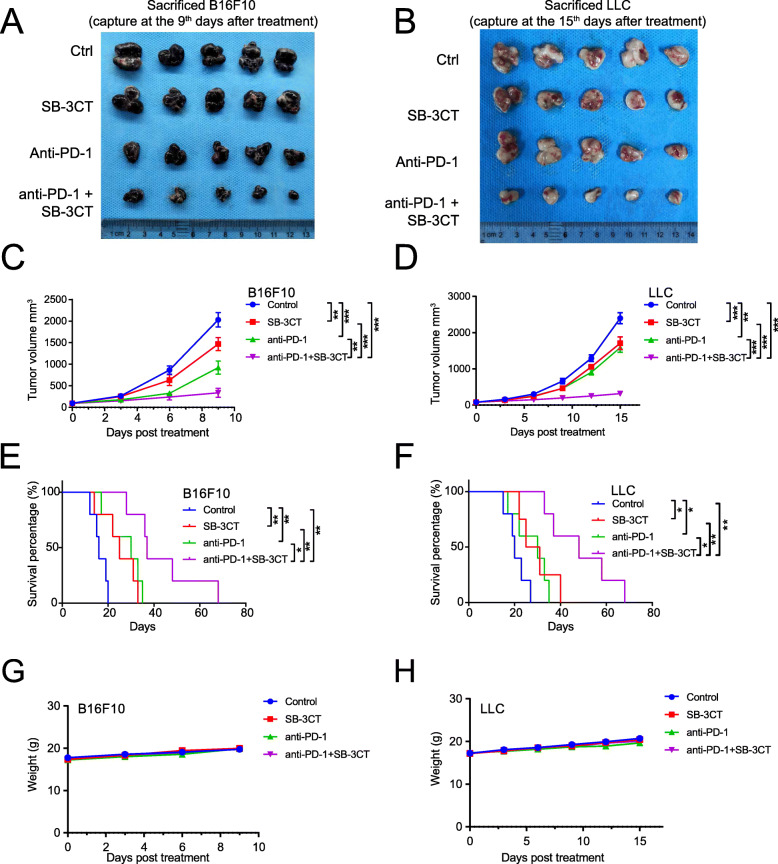
Synergistic therapeutic effect of combination treatments with MMP2/9 inhibitor, SB-3CT, and anti-PD-1. Images of **a** B16F10 tumor and **b** LLC tumor, collected from the combination strategies (control: isotype; PD1 inhibition: anti-PD1; MMP2/9 inhibition: SB-3CT; combination treatment: anti-PD-1+SB-3CT). The B16F10 tumor was captured at the ninth days, and the LLC tumor was captured at the fifth days after treatment. Tumor volumes of **c** B16F10 and **d** LLC tumor-bearing C57/BL6 mice treated with isotype, SB-3CT, anti-PD-1, or combination strategy. Kaplan–Meier survival analysis of **e** B16F10 or **f** LLC tumor-bearing C57/BL6 mice treated with isotype, SB-3CT, anti-PD-1, or combination strategy. Body weight of **g** B16F10 and **h** LLC tumor-bearing C57/BL6 mice treated with isotype, SB-3CT, anti-PD-1, or combination strategy. Sample size per group in one experiment is 5. Error bars represent s.d. of individual mice per group in one experiment. NS, *p* > 0.05, *p < 0.05, **p < 0.01, and ***p < 0.001, as determined by **c**, **d** two-way ANOVA, **e**, **f** two-sided log-rank test, and **g**, **h** one-way ANOVA

### Enhanced activation of lymphocytes and reduced expression of PD-L1 with SB-3CT treatment

To elucidate the alteration of immune features in the enhanced therapeutic efficacy of SB-3CT, we investigated the tumor–immune microenvironment of B16F10 tumor-bearing mice treated with anti-PD-1 and SB-3CT in combination or alone. Immunofluorescent staining showed that the combination treatment substantially increased the population of activated tumor infiltrating CD8^+^ T cells in the tumor (Fig. 3a, b). Furthermore, fluorescence-activated cell sorting (FACS) analysis demonstrated the status of immune infiltration in tumors after treatment (Figs. 3c–h; Additional file 1: Fig. S3). The combination treatment significantly increased the infiltration percentage of CD8^+^ T cells (26.3 to 52.4% of CD3^+^ cells; *p* < 0.01 by one-way ANOVA, Tukey’s multiple comparison test; Fig. 3d). We further assessed the functional consequence of SB-3CT and anti-PD-1 combination in TILs. Compared to a control group, SB-3CT treatment significantly improved the IFNγ^+^/CD8^+^ T cell infiltration (from 23.3 to 54.7%; *p* < 0.01), which was synergistically improved by combination treatment of SB-3CT and anti-PD-1 (23.3 to 80.0%; *p* < 0.001; Fig. 3e). The cytolytic capacity of CD8^+^ TILs was also determined by granzyme B (GZMB) expression. GZMB^+^/CD8^+^ T cell infiltration was significantly improved with SB-3CT treatment (from 7.43 to 40.9%; *p* < 0.001) and synergistically improved by the combination treatment (from 7.43 to 64.0%, *p* < 0.001; Fig. 3f). Meanwhile, the combination treatment substantially reduced the infiltration of suppressed immune cell populations. For example, the percentage of Gr-1^+^ CD11b^+^ MDSCs in CD45^+^ cells was reduced from 5.95 to 1.75% (*p* < 0.001; Fig. 3g), and the percentage of CD25^+^FOXP3^+^Treg cells in CD4^+^ TILs was reduced from 6.35 to 1.74% (*p* < 0.001; Fig. 3h). Furthermore, immunofluorescent staining showed that PD-L1 protein expression was significantly reduced upon SB-3CT treatment, and the combination treatment further reduced the protein expression of PD-L1 (Fig. 3i, j). Taken together, these results suggested that SB-3CT and anti-PD-1 treatment substantially improved the immune cell infiltration and cytotoxicity of T cells and reduced the infiltration of suppressed immune cells. Our results suggested a reduction of PD-L1 expression upon SB-3CT treatment.

**Fig. 3:**
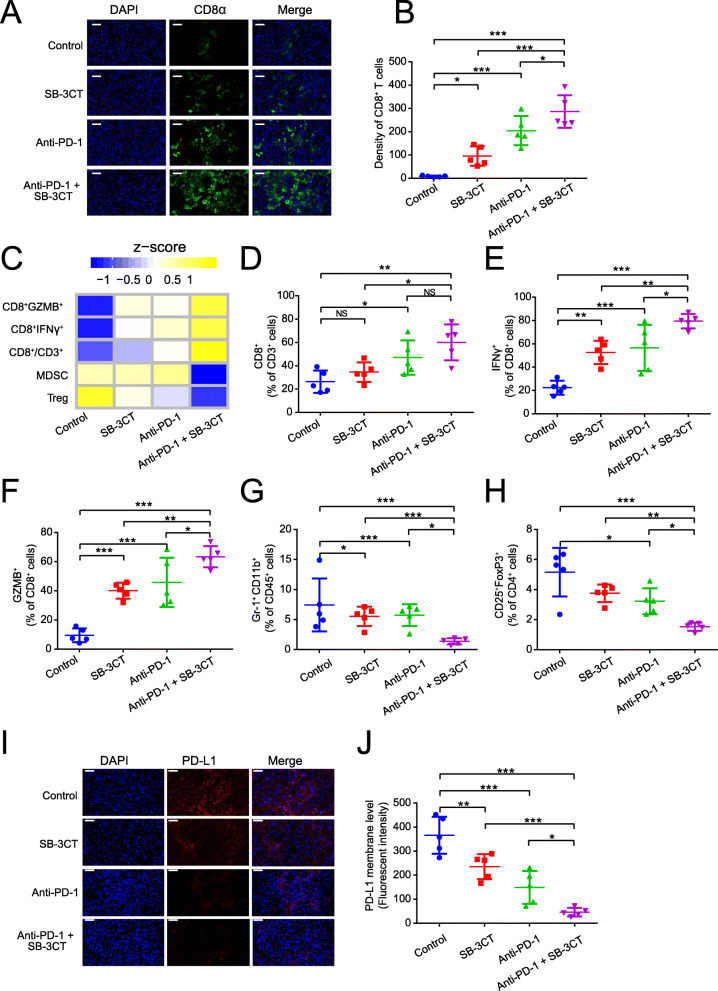
Immune features in tumors for B16F10 xenograft mouse model with SB-3CT treatment. **a** Fluorescence expression and **b** quantification of CD8^+^ T cells. **c** Heatmap of *Z*-score normalized percentage of immune cell populations (**d**–**h**) in TILs for B16F10 tumor-bearing mice treated with anti-PD-1 and SB-3CT in combination or alone. **d**–**h** In the implanted B16F10 tumors from mice treated with or without SB-3CT and PD-1 blockade, fluorescence-activated cell sorting (FACS) was used to measure **d** CD8^+^ in CD3^+^ T cells, **e** CD8^+^ IFNγ^+^ in CD8^+^ T cells, **f** CD8^+^ GZMB^+^ in CD8^+^ T cells, **g** Gr-1^+^ CD11b^+^ MDSCs in CD45^+^ cells, and **h** CD25^+^ FOXP3^+^ Treg in CD4^+^ cells. **i** Fluorescence expression and **j** quantification of PD-L1 in B16F10 tumor-bearing wild-type C57/BL6 mice treated with isotype, SB-3CT, anti-PD-1, or combination strategy. Sample size is 5 in each cohort. Scale bars, 50 μm. Results are mean ± s.d. ns, *p* > 0.05,*p < 0.05, **p < 0.01, and ***p < 0.001, as determined by one-way ANOVA and Dunnett’s multiple comparison test

### SB-3CT modulates PD-L1-related pathways through diminishing PD-L1

We observed decreased expression of PD-L1 upon treatment with SB-3CT in vivo. We hypothesized that MMP2/9, the target of SB-3CT, is a potential regulator of PD-L1. Indeed, the group4 (MMP2/9) score significantly correlated with the mRNA expression of PD-L1 across 33 TCGA cancer types (Fig. 4a), including LUAD (*Rs* = 0.37, *p* = 1.01 × 10^−15^). We observed similar positive correlation in multiple independent datasets, including lung cancer (*Rs* = 0.30, *p* = 5.9 × 10^−4^), head and neck cancer (*Rs* = 0.30, *p* = 4.1 × 10^−7^), and liver cancer (*Rs* = 0.40, *p* = 4.0 × 10^−10^; Additional file 1: Fig. S4A). Furthermore, SB-3CT led to a decrease in IFNγ-induced PD-L1 surface expression in two melanoma cell lines, SK-MEL-28 (Fig. 4b) and A375 (Additional file 1: Fig. S4B), and one lung cancer cell line, A549 (Fig. 4c). Using western blot, we further confirmed that SB-3CT treatment led to the downregulation of IFNγ-induced PD-L1 in total cellular protein levels in these cells (Fig. 4d, e and S4C). Flow cytometry analysis also showed downregulation of IFNγ-induced PD-L1 surface expression in SK-MEL-28 (from 98.6 to 14.4%; Fig. 4f), A375 (from 97.6 to 65.2%; Additional file 1: Fig. S4D), and A549 cells (from 44.9 to 15.8%; Fig. 4g). Collectively, these data demonstrated that SB-3CT treatment reduced IFNγ-inducible PD-L1 expression in a variety of cancer cell lines.

**Fig. 4:**
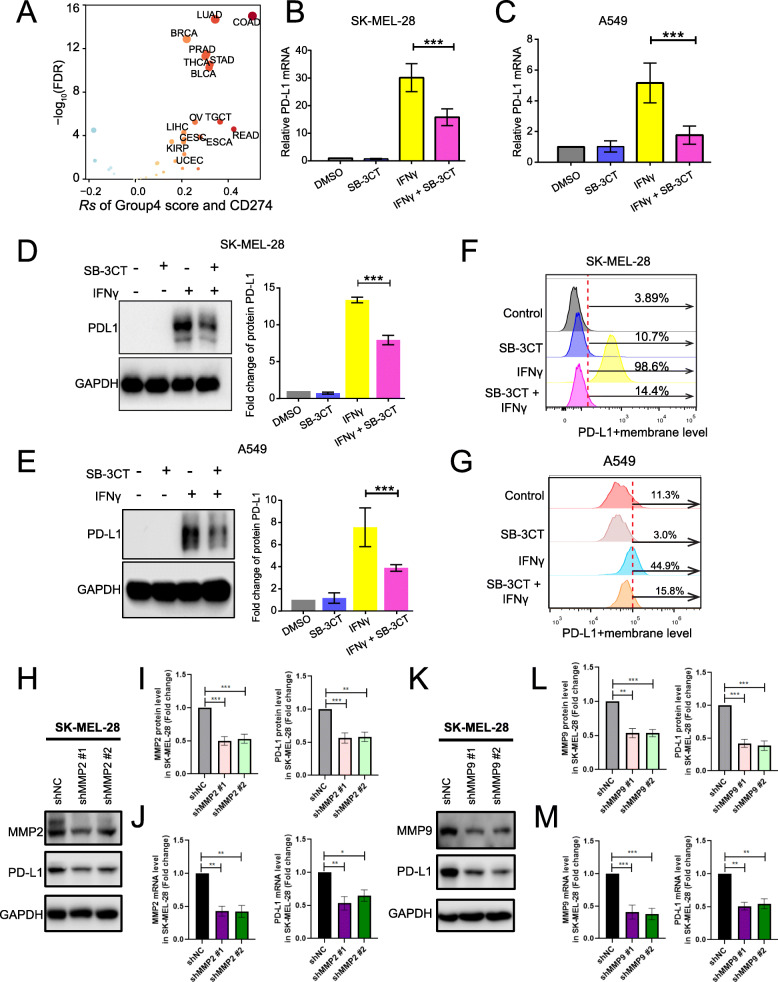
Downregulation of MMP2/9 by SB-3CT treatment reduced PD-L1 expression. **a** Spearman’s correlation of group4 score and PD-L1 mRNA expression across 33 cancer types. **b**–**g** Evaluation of PD-L1 expression derived from SK-MEL-28 melanoma cell lines and A549 lung cancer cell lines treated with DMSO, SB-3CT (25 μM), IFNγ (200 ng/mL), and IFNγ/SB-3CT in combination for 24 h. **b**, **c** PD-L1 expression by RT-PCR in **b** SK-MEL-28 melanoma cell lines and **c** A549 lung cancer cell lines. **d**, **e** Western blot (left panel: representative images, right panel: quantification) of PD-L1 protein levels in **d** SK-MEL-28 and **e** A549. **f**, **g** Flow cytometry of PD-L1^+^ membrane level in **f** SK-MEL-28 and **g** A549. **h**–**m** PD-L1 expression of SK-MEL-28 melanoma cell line transfected with shMMP2 (**h**–**j**) and shMMP9 (**k**–**m**) or the scrambled negative control shRNA (shNC). Western blot (**h**, **k**) quantification of MMP2, MMP9, and PD-L1 protein expression (**i**, **l**), and RT-PCR analysis of MMP2, MMP9, and PD-L1 mRNA expression (**j**, **m**)

To determine the downregulation of PD-L1 expression under SB-3CT treatment through the MMP2/9 inhibition, we knocked down (KD) MMP2 or MMP9 with two shRNAs in SK-MEL-28 (Fig. 4h–m) and A375 (Additional file 1: Fig. S4E-J) melanoma cell lines, respectively. We observed that two melanoma cell lines transfected with shMMP2 significantly decreased the PD-L1 mRNA and protein levels compared to cell lines transfected with the scrambled negative control (shNC) group (Fig. 4h–j; Additional file 1: Fig. S4E-G). Additionally, SK-MEL-28 and A375 melanoma cell lines with MMP9 KD also significantly decreased the PD-L1 mRNA and protein levels (Fig. 4k–m; Additional file 1: Fig. S4D-F). Furthermore, to test whether SB-3CT have any activity in the context of KD of MMP2 or MMP9, we treated melanoma cell lines (SK-MEL-28 and A375) transfected with shMMP2, shMMP9, or shNC with SB-3CT. The result showed SB-3CT treatment induced the reduction of PD-L1 levels in shNC cells. However, SB-3CT treatment could not further decrease PD-L1 levels in MMP2 or MMP9 KD cell lines (Fig. 5a–f; Additional file 1: Fig. S5A-F), indicating that SB-3CT have limited activity for PD-L1 expression in the context of KD of MMP2 and MMP9. In addition, to validate the regulation of PD-L1 expression through MMP2/9, we generated the stable overexpression (OE) MMP2 or MMP9 melanoma cell lines. We found that two melanoma cell lines with oeMMP2 or oeMMP9 significantly increased the PD-L1 mRNA and protein levels (Fig. 5g–l; Additional file 1: Fig. S5G-L). We further generated the PD-L1 overexpression (OE) cell lines in SK-MEL-28 and treated cells with or without SB-3CT. We observed that SB-3CT treatment significantly reduced the PD-L1 protein level in PD-L1 overexpression cell line (Fig. 5m). Our results suggest that SB-3CT indeed selectively inhibit MMP2/9 and result in the decreased expression of PD-L1.

**Fig. 5:**
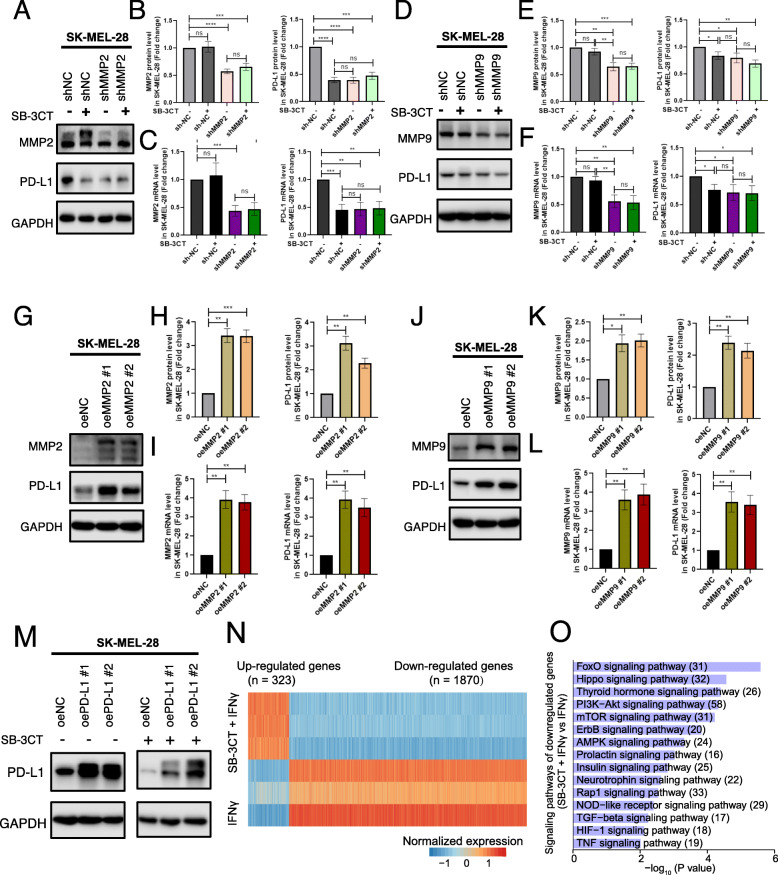
Regulation of PD-L1 expression through MMP2/9 has an anti-tumor effect. **a**–**f** Analysis of PD-L1 expression of SK-MEL-28 melanoma cell line with overexpression (oe) MMP2 (**a**–**c**), oeMMP9 (**d**–**f**). Western blot (**a**, **d**), quantification (**b**, **e**), and RT-PCR analysis (**c**, **f**) of MMP2, MMP9, and PD-L1 protein or mRNA expression. **g**–**l** PD-L1 expression of shMMP2 (**g**–**i**) and shMMP9 (**j**–**l**) SK-MEL-28 melanoma cell line treated with SB-3CT. Western blot (**g**, **j**); quantification of MMP2, MMP9, and PD-L1 protein (**h**, **k**); and mRNA expression (**i**, **l**). **m** Western blot showed the protein expression of PD-L1 for SK-MEL-28 melanoma cells with overexpression of PD-L1, treated with or without SB-3CT. **n** *Z*-scale normalization expression of differentially expressed genes (fold change > 1.5 and two-sided Student’s *t* test *p* < 0.05) between A375 melanoma cell lines treated with IFNγ/SB-3CT in combination and IFNγ. **o** Enriched signaling pathways for genes downregulated in A375 melanoma cell lines treated with SB-3CT and IFNγ in combination (Fisher’s exact test *p* < 0.05). All experiments were repeated three times independently. Results are mean ± s.d. NS, *p* > 0.05, *p < 0.05, **p < 0.01, and ***p < 0.001, as determined by one-way ANOVA and Dunnett’s multiple comparison test

To further understand the regulation of the MMP2/9 inhibitor, SB-3CT, on PD-L1 expression, we performed RNA-seq to identify the signaling pathways altered by SB-3CT in A375 cells. 

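A375, an established human melanoma cell line, was left untreated or was treated for 24 h with SB-3CT, with interferon gamma (IFNγ, a cytokine that induces PD-L1), or with both, and RNA from 3 samples of each of the 4 groups was sequenced. The authors aligned the reads to the human genome hg19 with hisat2 and calculated expression with Stringtie as FPKM (fragments per kilobase of transcript, scaled to the sample's total of mapped fragments). The authors' deposited values fit log2(FPKM + 1), since 2 to the power of each value minus 1 sums to between 121928 and 129692 per sample. The values used here cover 4918 genes, with symbols in alphabetical order from A1BG to FAM46B, and genes after FAM46B, MMP2 and MMP9 among them, were not analysed here. By symbol, 27.0% of the protein-coding genes of RefSeq fall in this range. Each gene was above 0 in at least 2 of the 12 samples, and 3978 genes were above 0 in all 12. The number of reads per sample was not stated with these values. Whole reads leave steps in the lowest FPKM values, and these steps gave the depth of each sample relative to the mean of the controls. It was 97.5%, 96.1% and 106.7% in the controls, 130.3%, 92.6% and 116.7% with SB-3CT, 150.3%, 118.5% and 87.2% with IFNγ, and 104.2%, 140.9% and 91.5% with SB-3CT and IFNγ. Pairs of groups were compared with limma (linear models with a variance trend, unpaired, fitted to the 3 + 3 samples of each comparison) on the deposited log2 scale, and p-values were adjusted over the 4918 genes by the Benjamini-Hochberg method. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. No further scaling between samples was applied. The IFNγ groups carried the response that their labels call for. CXCL10, an IFNγ-induced chemokine gene on chromosome 4 (hg19, 76942271 to 76944650), was listed at 0 in the 3 SB-3CT samples, had a mean of 0.02 ± 0.04 (SD, n = 3) in the controls, and reached 6.37 ± 0.07 (SD, n = 3) with IFNγ and 6.81 ± 0.18 (SD, n = 3) with SB-3CT and IFNγ. Between IFNγ and control, 958 genes had an adjusted p-value under 0.05, of which 416 were higher and 542 lower with IFNγ, and 596 were higher and 500 lower after scaling by the median ratio. At a fold change over 1.5 and an unadjusted p-value under 0.05, 158 were higher and 76 lower.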

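In A375 cells treated with SB-3CT and IFNγ, 47 of the 4918 genes were higher and 320 were lower than in cells treated with IFNγ alone, at a fold change over 1.5 and an unadjusted p-value under 0.05 in limma (n = 3 samples per group). Adjustment by the Benjamini-Hochberg method kept 45 of the 47 and 319 of the 320. Without a limit on the fold change, 1862 genes had an adjusted p-value under 0.05, 315 of them higher and 1547 lower. In 49% of the genes the 3 samples of one group all lay above the 3 of the other, where chance gives 10%. The split between higher and lower genes depended on the scaling of the samples. The median log2 change of genes with a mean FPKM of at least 1 was -0.20 on the deposited scale, and after each sample was divided by its median ratio to the geometric mean of all samples it was 0.02, with 193 genes higher and 57 lower. Lower genes therefore made up 87.2% of the called genes on the deposited scale and 22.8% after this scaling. They made up 38.8% (71 higher and 45 lower) after each sample's trend with transcript length was removed and its summed FPKM kept, an alternative chosen after the data were seen. With IFNγ replicate 2 left out, 76 genes were higher and 457 lower. Without a limit on the fold change, the split at an adjusted p-value under 0.05 also moved. It was 811 higher and 760 lower after scaling by the median ratio, and 542 and 714 after quantile normalization. With the length trend removed and the summed FPKM kept, it was 735 and 912.
Of the genes that did not overlap between the 3 + 3 samples, had a mean FPKM of at least 1 and had an adjusted p-value under 0.05, the largest rise was that of DDIT3 (chromosome 12 of hg19, 57910371 to 57915520), which encodes the stress-induced transcription factor CHOP. Its mean was 5.56 ± 0.07 (SD, n = 3) with SB-3CT and IFNγ and 4.35 ± 0.02 (SD, n = 3) with IFNγ, a log2 fold change of 1.22 (standard error 0.05, adjusted p = 0.000232 from limma). AKR1C1 (log2 fold change 1.21), CT45A1 (0.92), ATP5I (0.90) and BLVRB (0.85) followed. AKR1C1 and CT45A1 have near-identical paralogs that can share reads, and the adjusted p-value of CT45A1 rose to between 0.0557 and 0.0808 in 4 of the 6 fits that each left out one sample. The largest falls were those of BTBD3 (log2 fold change -1.05, standard error 0.09, adjusted p = 0.00194 from limma), ANKFY1 (-1.01), ATAD2 (10.7 to 4.82 FPKM), F2R (22.4 to 10.7 FPKM) and EPHA3 (12.2 to 5.63 FPKM). The fall of ANKFY1 had an adjusted p-value of 0.055 without IFNγ replicate 1. All 10 genes kept their direction after scaling by the median ratio and after quantile normalization. They were not examined with the trend with transcript length removed.

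**Figure D1:**
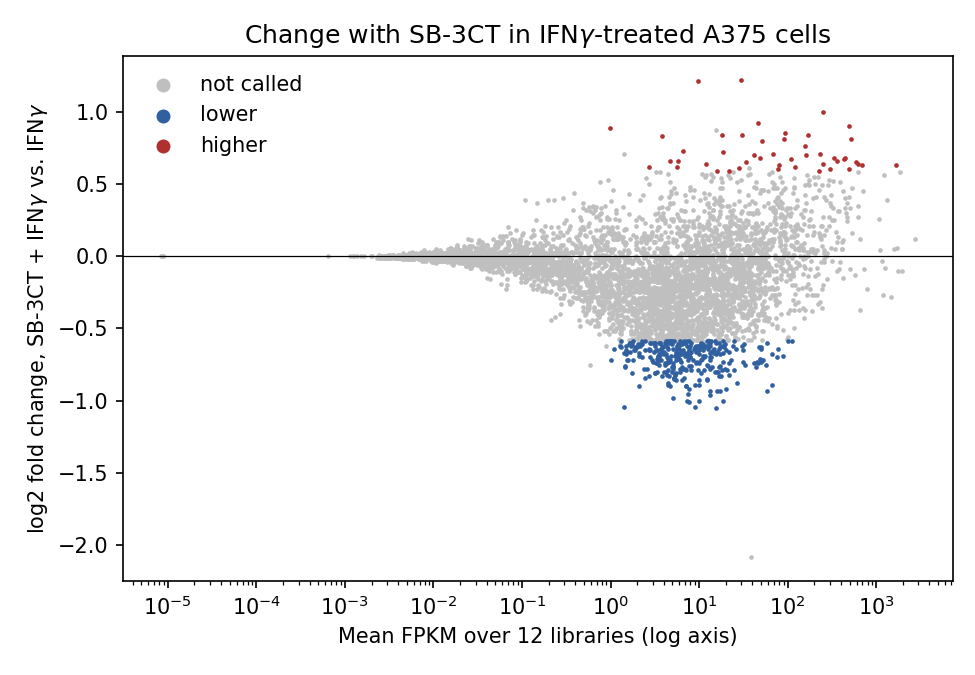
Each point is a gene, with its mean FPKM over the 12 samples on the x-axis (log axis) and its log2 fold change between SB-3CT with IFNγ and IFNγ alone on the y-axis; blue points are the 320 lower and red points the 47 higher genes. Lower genes lie mostly at intermediate FPKM, and the median change was -0.28 in genes with a mean FPKM of 4 to 16 and 0.25 in the 87 genes with the highest mean FPKM.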

We found 323 significantly upregulated genes and 1870 downregulated genes upon treatment with SB-3CT (Fig. 5n). In particular, the downregulated genes were significantly enriched in oncogenic pathways, including PI3K-Akt, AMPK, Hippo, HIF-1, and mTOR signaling pathways (Fig. 5o), which have been reported as activating the expression of PD-L1 [7]. 

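The genes lower with SB-3CT and IFNγ than with IFNγ alone were counted in hand-written lists of PI3K-Akt, mTOR, Hippo, AMPK, HIF-1, FoxO and TGF-beta pathway genes, which are not the pathway lists of the paper, and only members with symbols between A1BG and FAM46B could be counted. Over all 4918 genes, 6.51% were lower. Lower genes made up 8 of 61 in the PI3K-Akt list (odds ratio 2.20), 5 of 28 in the mTOR list (odds ratio 3.16), 5 of 42 in the Hippo list (odds ratio 1.96), 4 of 32 in the HIF-1 list (odds ratio 2.07) and 2 of 29 in the AMPK list (odds ratio 1.06). The FoxO list had 2 of 25 (odds ratio 1.25) and the TGF-beta list 0 of 21. Without a limit on the fold change, 7 of the 21 TGF-beta genes were lower and 0 higher at an adjusted p-value under 0.05 in limma. The median log2 change of the TGF-beta list was -0.17, against -0.16 for PI3K-Akt and -0.18 for mTOR. In Fisher's exact test (one-sided), the unadjusted p-value was 0.0424 for PI3K-Akt and 0.0322 for mTOR, and no list passed Benjamini-Hochberg adjustment over the 7 lists, the lowest adjusted p-value being 0.148. Single samples moved these odds ratios: that of PI3K-Akt was 1.18 without replicate 3 of SB-3CT with IFNγ, and without IFNγ replicate 1 that of mTOR was 0.75, that of HIF-1 1.36, and those of AMPK and FoxO 0. Only genes whose mean in the IFNγ samples exceeded log2 of 1.5 could be lower by that limit. Against these 3465 genes as background, an alternative chosen after the data were seen, the odds ratio was 1.81 for PI3K-Akt, 2.15 for mTOR, 1.83 for Hippo, 1.88 for HIF-1 and 0.85 for AMPK. As sets, the lists moved in different ways under different tests. The self-contained test fry gave adjusted p-values from 0.0114 to 0.0269 for a fall in each of the 7 lists, whereas camera, which compares a list with the other genes, gave 0.268 to 0.833. None of the calls under fry held under camera. Adjusted over the list alone, 28 of the 61 PI3K-Akt genes and 17 of the 28 mTOR genes changed, and adjusted over all genes 23 PI3K-Akt genes were lower and 4 higher, against 11 lower and 4 higher in the mTOR list. After scaling by the median ratio, 13 PI3K-Akt genes were lower and 14 higher, and 6 mTOR genes were lower and 9 higher. After quantile normalization, 17 PI3K-Akt genes were lower and 3 higher, and 8 mTOR genes were lower and 3 higher.
Among single members, AMOTL1 of the Hippo list fell from 4.29 ± 0.15 (SD, n = 3) and had a log2 fold change of -0.80 (standard error 0.08, adjusted p = 0.00207 from limma), and CTNNB1 (beta-catenin), also in the Hippo list, had -0.70 (standard error 0.09, adjusted p = 0.00236 from limma). The largest falls in the PI3K-Akt list were those of F2R, CCNE2 (-0.90) and BRCA1 (-0.82). Falls in the mTOR list included those of CLIP1 (-0.72) and CAB39 (-0.63), and the largest in the HIF-1 list were those of CUL2 (-0.79), ANGPT1 (-0.70) and CDKN1B (-0.64). CAB39 and CCNA2 (-0.56) were among the genes that fell in the AMPK list.

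**Figure D2:**
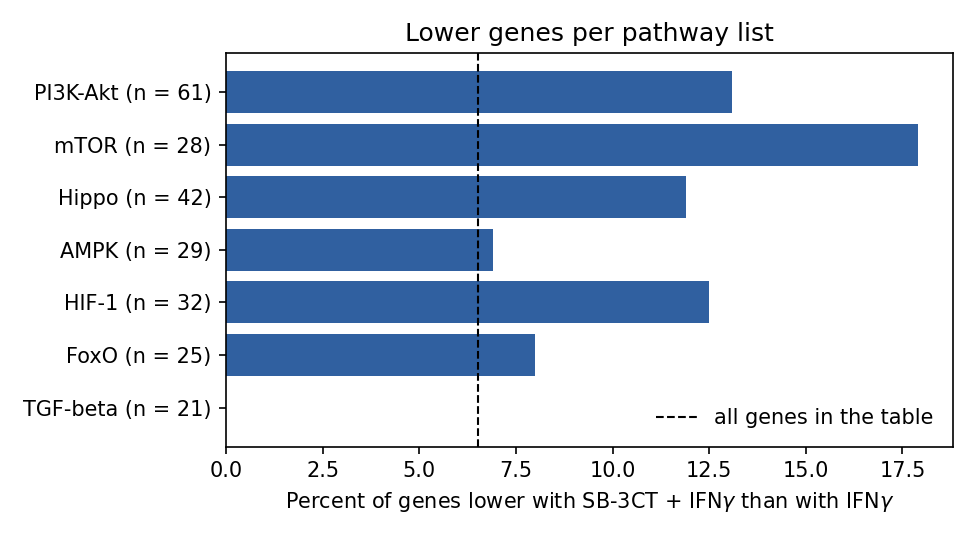
Bars give the percent of each list's tested genes (n in brackets) that were lower with SB-3CT and IFNγ than with IFNγ alone, and the dashed line gives the 6.51% of all 4918 genes. Genes were counted as lower at a fold change over 1.5 and an unadjusted p-value under 0.05 in limma. At this limit the mTOR list reaches 17.9%, the PI3K-Akt list 13.1% and the TGF-beta list 0%.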

Taken together, our results suggested a potential mechanism in that SB-3CT decreases multiple oncogenic pathways, including the PI3K-AKT pathway, to decrease the expression level of PD-L1.

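PD-L1 is encoded by CD274, which lies on the plus strand of chromosome 9 of hg19 from 5450503 to 5470566, with 7 exons and 3634 bases in its canonical transcript. Its mRNA was low without IFNγ, at 0.543 ± 0.105 FPKM (SD, n = 3) in control cells and 0.63 ± 0.154 FPKM (SD, n = 3) with SB-3CT. IFNγ raised it to 21.7 ± 2.32 FPKM (SD, n = 3), a log2 fold change of 3.88 (standard error 0.10, adjusted p = 3.87e-06 from limma). With SB-3CT and IFNγ it was 14.7 ± 1.37 FPKM (SD, n = 3), a log2 fold change of -0.53 against IFNγ alone (standard error 0.10, adjusted p = 0.00542 from limma). This fall was short of the limit of a fold change over 1.5, so CD274 was not among the 320 lower genes. The 3 samples with SB-3CT and IFNγ, at 3.86, 3.95 and 4.11 on the log2 scale, all lay below the 3 with IFNγ alone, at 4.64, 4.34 and 4.52 (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Among the alternatives set in advance, scaling by the median ratio moved the change of CD274 most, to -0.28 (adjusted p = 0.032 from limma). The adjusted p-value thus stayed under 0.05, while the change was further from the limit on the fold change. With each sample's trend with transcript length removed and its summed FPKM kept, an alternative chosen after the data were seen, the change was -0.23 (adjusted p = 0.0511 from limma). Without IFNγ, SB-3CT changed CD274 by 0.08 on the log2 scale (standard error 0.08, adjusted p = 0.589 from limma), which was smaller than the SD between replicates. From the pathways enriched among the downregulated genes, the paper proposes that SB-3CT lowers the expression of PD-L1 by decreasing several oncogenic pathways, the PI3K-AKT pathway among them.

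**Figure D3:**
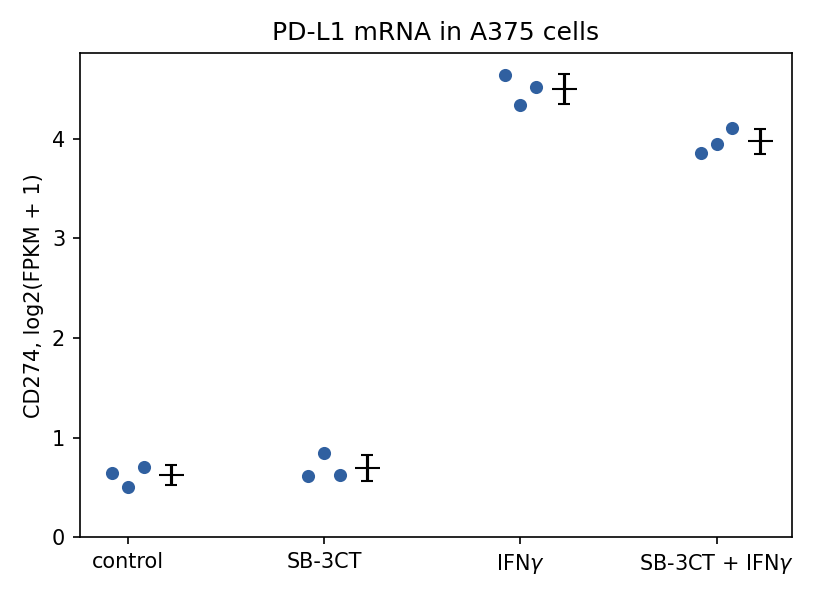
Points are the log2(FPKM + 1) values of CD274 in the 3 samples of each group, with the mean and SD beside them. IFNγ samples lie between 4.34 and 4.64 and samples with SB-3CT and IFNγ between 3.86 and 4.11, above the samples without IFNγ, the highest of which is at 0.85.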

### Combination of SB-3CT and anti-CTLA-4 improves anti-tumor immune response

A recent study demonstrated the therapeutic efficacy of anti-PD-1 in combination with anti-CTLA4 [39]. Since we identified that SB-3CT can reduce PD-L1 expression, we hypothesized that the combination of SB-3CT and anti-CTLA-4 will also achieve therapeutic efficacy. We assessed the therapeutic efficacy of the MMP2/9 inhibitor SB-3CT in combination with the anti-CTLA-4 antibody in two tumor models, B16F10 melanoma (Fig. 6a, Additional file 1: Fig. S6A) and LLC (Fig. 6b, Additional file 1: Fig. S6B). In the B16F10 melanoma model, SB-3CT alone significantly decreased tumor growth at day 9 post-treatment compared to the control group (mean tumor size 1482 vs 2570 mm^3^; *p* < 0.01), while a combination treatment of SB-3CT and anti-CTLA-4 reached better efficacy (mean tumor size310 vs 2570 mm^3^; *p* < 0.001; Fig. 6a and Additional file 1: Fig. S6C). SB-3CT alone substantially extended the overall survival time (median survival37 vs 22 days; *p* < 0.01) of B16F10 tumor-bearing mice, and combined with anti-CTLA-4, enhanced the survival benefit (median survival time: 58 vs 22 days; *p* < 0.001; Fig. 6c). The LLC model showed similar results in that mice given the SB-3CT treatment had inhibited tumor growth (1402 vs 2593 mm^3^; *p* < 0.001; Fig. 6b and Additional file 1: Fig. S6D) and extended survival time (31 vs 23 days; *p* < 0.01; Fig. 6d), while the combination treatment enhanced the decrease in tumor growth (392 vs 2593 mm^3^; *p* < 0.001; Fig. 6b and Additional file 1: Fig. S6D) and extended survival (62 vs 23 days; *p* < 0.01; Fig. 6d). Administration of SB-3CT or in combination with CTLA-4 blockade exhibited minimal effects on the body weight of the mice (Additional file 1: Fig. S6E-F), which further confirmed the limited toxicity associated with SB-3CT treatment in tumor-bearing mice.

We further delineated the effects of SB-3CT and anti-CTLA-4 treatment in combination or alone on the tumor–immune microenvironment. Immunofluorescent staining showed that the PD-L1 protein was significantly reduced in SB-3CT-treated mice compared with the control group, and combination therapy enhanced this decrease (Fig. 6e, f). The combination treatment substantially reduced PD-L1 expression and increased the activated tumor infiltrating CD8^+^ T cell population in the tumor (Fig. 6g, h). Further FACS analysis revealed the functional activity of CD8^+^ TILs in tumors treated with the combination treatment (Fig. 6i, Additional file 1: Fig. S7, and Fig. S8). The combination treatment significantly increased the infiltration percentage of CD3^+^ T cells in CD45^+^ cells (from 23.6 to 52.0%; *p* < 0.01)(Additional file 1: Fig. S7A and C) and the infiltration percentage of CD8^+^ T cells in CD3^+^ T cells (from 40.4 to 69.7%; *p* < 0.001) (Additional file 1: Fig. S7B and D). We further assessed the functional consequences of SB-3CT and anti-CTLA-4 in combination in TILs and found that the combination treatment significantly enhanced the infiltration of IFNγ^+^CD8^+^ T cells (from 27.1 to 51.8%; *p* < 0.001; Additional file 1: Fig. S8A and D) and IFNγ^+^CD8^+^ T cells (from 7.43 to 64.0%, *p* < 0.001; Additional file 1: Fig. S8B and E). Meanwhile, the combination treatment substantially reduced the infiltration percentage of CD25^+^FOXP3^+^Treg cells in CD4^+^ T cells (from 10.6 to 2.25%; *p* < 0.001; Additional file 1: Fig. S8C and F). This suggested that combining the MMP2/9 inhibitor SB-3CT with anti-CTLA-4 can promote active lymphocytes and reduce suppressed immune cells and PD-L1 to enhance therapeutic efficacy.

### SB-3CT improved therapeutic efficacy of ICB therapy in lung metastasis models of melanoma

Metastasis is the process in which tumor cells migrate from the primary site to distant organs. Despite recent advances in treatment, it remains the leading cause of cancer-related death [40]. Our analysis demonstrated a strong correlation between the group4 score and the EMT pathway across 31 cancer types (median *Rs* = 0.66; Fig. 7a), which is consistent with previous observations [10, 11]. Indeed, B16F10 tumors administered SB-3CT treatment showed downregulation of multiple mesenchymal genes (Fig. 7b), including Col3a1 (fold change [FC] = 3.35, *p* = 0.019), Col1a2 (FC = 3.2, *p* = 0.022), and Fbn1 (FC = 2.48, *p* = 0.037). The EMT score was significantly decreased after SB-3CT treatment (Fig. 7c). We investigated the efficacy of SB-3CT and anti-PD-1 in combination or alone as treatment of B16-F10 melanoma with lung metastasis (Additional file 1: Fig. S9A). The combination of SB-3CT and anti-PD-1 to treat mice with B16F10 tumors significantly reduced lung metastasis (Fig. 7d, e) and substantially extended the survival time of the tumor-bearing mice (48 days vs 19 days; *p* < 0.01; Fig. 7f). In addition, the combination of SB-3CT and anti-CTLA-4 to treat this mouse model tumor (Additional file 1: Fig. S9B) showed similar results that substantially inhibited lung metastasis (Fig. 7g, h) and extended the survival time of the mice with tumor metastasis to the lungs (62 days vs 19 days; *p* < 0.01; Fig. 7i). As described in the extensive literature, intravenous injection and counting of pulmonary modules is a classical model of the later stages of metastasis or colonization by melanoma [41–46]. Nevertheless, it will also be interesting to know if the lungs from the subcutaneously injected mice showed a similar pattern. Taken together, our results suggested the clinical utility of SB-3CT to improve the therapeutic efficacy of ICB therapy in metastatic tumors (Fig. 7).

**Fig. 6:**
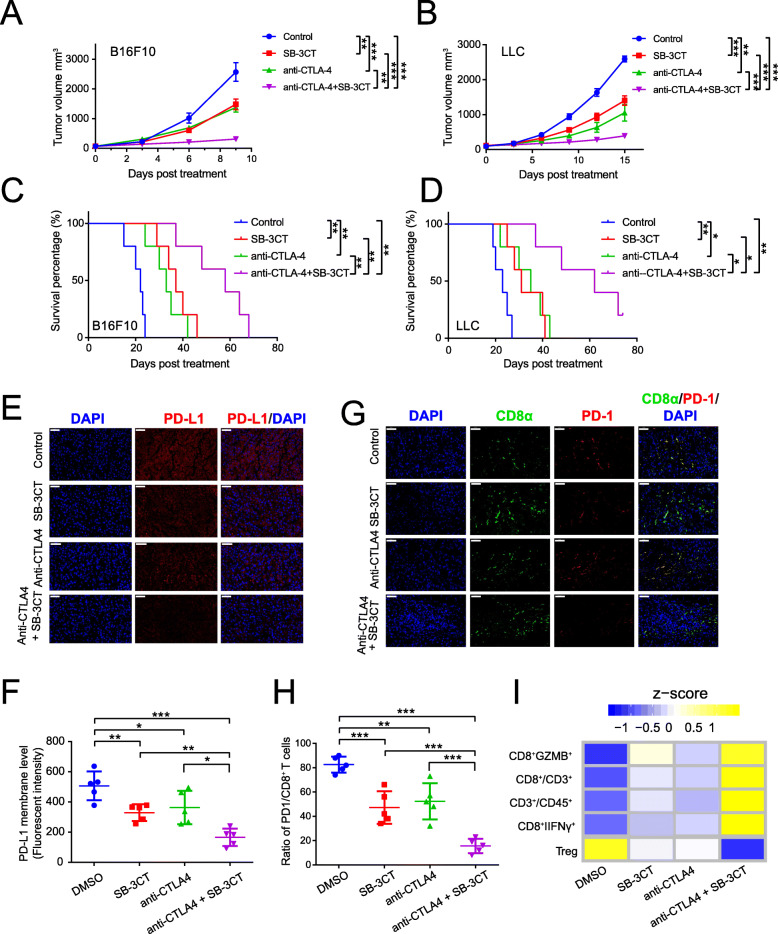
Synergistic therapeutic effect of SB-3CT treatment combined with CTLA-4 blockade. Tumor volumes of **a** B16F10 or **b** LLC tumor-bearing C57/BL6 mice treated with isotype, SB-3CT, anti-CTLA-4, or combination strategy. Kaplan–Meier survival analysis of **c** B16F10 or **d** LLC tumor-bearing C57/BL6 mice treated with isotype, SB-3CT, anti-CTLA-4, or combination strategy. **e**–**i** Immune features in B16F10 tumor-bearing C57/BL6 mice treated with isotype, SB-3CT, anti-CTLA-4, or combination strategy. **e** Fluorescence expression and **f** quantification of PD-L1 expression in tumor. **g** Fluorescence expression and **h** quantification of PD1^+^CD8^+^ T cells in tumor. **i** Heatmap represents *Z*-score normalized percentage of immune cell populations. Sample size per group in one experiment is 5. Error bars represent s.d. of individual mice per group in one experiment. NS, *p* > 0.05, *p < 0.05, **p < 0.01, and ***p < 0.001, as determined by **a**, **b** two-way ANOVA, **c**, **d** two-sided log-rank test, and **f**, **h** one-way ANOVA and Dunnett’s multiple comparison test

**Fig. 7:**
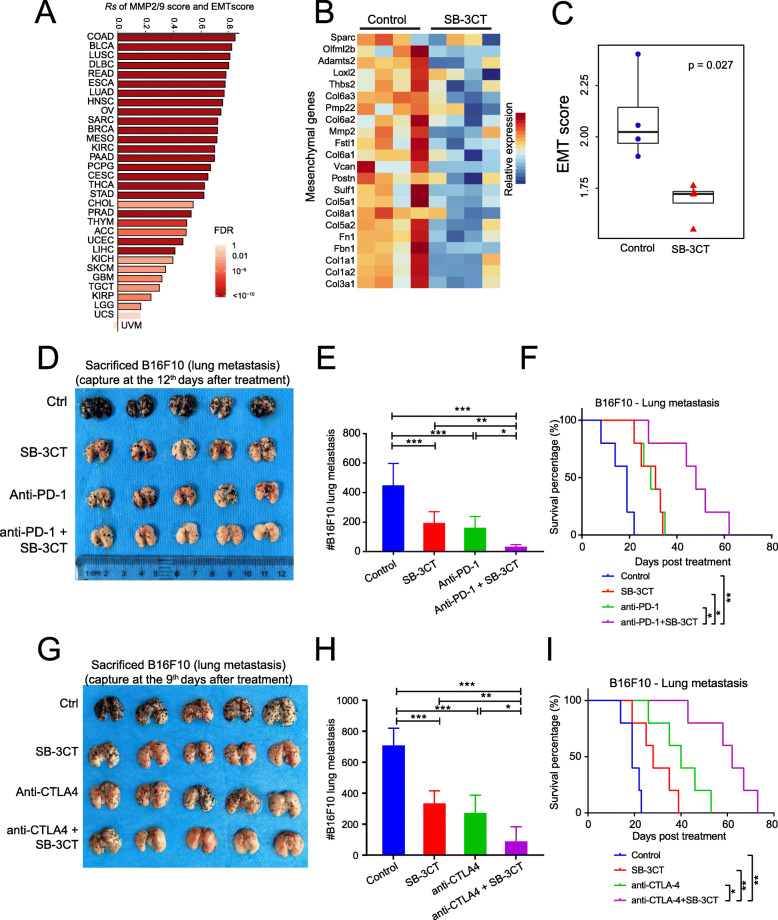
SB-3CT significantly reduces melanoma lung metastasis in combination with checkpoint inhibition. **a** Spearman’s correlation between MMP2/9 score and epithelial-to-mesenchymal transition (EMT) score. **b** Heatmap shows the relative expression of mesenchymal genes differentially expressed between B16F10 tumor with vehicle (*n* = 4) and SB-3CT treatment (*n* = 4). **c** EMT score between SB-3CT treatment and vehicle group. *p* value is determined by two-sided Student’s *t* test. **d** Representative images and **e** quantification of lung metastasis in wild-type C57/BL6 mice with B16F10 cells intravenously treated with isotype, SB-3CT, anti-PD-1, or combination strategy. **f** Kaplan–Meier survival curve for mice over time. **g** Representative images and **h** quantification of lung metastasis in wild-type C57/BL6 mice with B16F10 cells intravenously treated with isotype, SB-3CT, anti-PD-1, or combination strategy. **i** Kaplan–Meier survival curve for mice over time. Sample size per group in one experiment is 5. Error bars represent s.d. of individual mice per group in one experiment. NS, *p* > 0.05, *p < 0.05, **p < 0.01, and ***p < 0.001, as determined by **b**, **c** two-way ANOVA, **f**, **i** two-sided log-rank test, and **e**, **h** one-way ANOVA and Dunnett’s multiple comparison test

## Discussion

Therapies for treating cancer by utilizing the human immune system have shown substantial clinical benefits. However, the overall response rate to PD-1/PD-L1 blockers has been relatively low, so it is necessary to further improve ICB therapy by combining it with other treatment strategies. MMPs are the most prominent family of proteinases associated with tumorigenesis. There are increasing studies that reported the associations between MMP family and cancer immunotherapy. For example, Juric et al. reported that anti-MMP-9 treatment can increase the expression of CXCL10 and other T cell-related stimulatory factors, including IL-12p70 and IL18 [47]. However, the association of MMPs and immune checkpoint blockade therapy, particularly, whether it is involved in the regulation of PD-L1, remains unclear. Herein, we systematically explored the dysregulation of MMPs in human cancers and demonstrated that MMP2/9 highly correlates with TILs. MMP2/9 is also associated with T cell exhaustion and inhibitory immune checkpoints. We further demonstrated that SB-3CT, an MMP2/9 inhibitor, significantly enhances T cell–mediated cytotoxicity. Our results showed that MMP2/9-specific inhibitor SB-3CT significantly decreased PD-L1 mRNA and protein levels in melanoma cell lines and significantly reduced the PD-L1 protein level in PD-L1 overexpression cell line. Based on our results and previous literatures, we speculate that MMP inhibition may decrease PD-L1 expression by inactivating TGF-β. It was reported that MMPs (MT1-MMP, MMP2, and MMP9) can activate TGF-β via proteolytic cleavage of latent transforming growth factor-β binding protein (LTBP) and the latency-associated peptide (LAP) [48–50]. Additionally, Tumor growth factor beta (TGF-β) can significantly elevate the PD-L1 expression by inducing EMT [51, 52]. Therefore, we hypothesize that MMP inhibition may inactivate TGF-β, leading to the PD-L1 downregulation. Our previous study and many recent studies have shown that the tumor PD-L1 expression level affects tumor immunity by control of cytotoxic T cell activity [53–58]. Therefore, our results suggested that tumor PD-L1 may contribute to SB-3CT-mediated anti-tumor effect. It is necessary to perform experiments in in vitro and in vivo assays with deficient PD-L1 to test if SB-3CT requires PD-L1 for its efficacy.

According to the ClinicalTrials.gov and previous literatures, several MMP inhibitors were synthesized and trialed [18–20, 59]. Unfortunately, several clinical trials of MMP inhibitors are failed at different phases, mainly due to the non-specificity of the drug and the complicated background for specific effects of MMPs. The development of MMP inhibitors is largely paused due to these failures. New clinical trials of MMP inhibitors have been started in cancers to improve the therapeutic efficacy through combination treatment with other therapies or compounds. For example, MMP9 neutralizing antibody (andecaliximab) and anti-PD1 (nivolumab) was combined to treat gastric and esophageal cancers in the phase II clinical trial NCT02864381 [60], suggesting the potential re-application of MMP inhibitors in cancer therapy. Our in vivo studies showed that SB-3CT, an MMP2/9 inhibitor, could improve the efficacy of anti-PD-1 and anti-CTLA4 treatment in mouse models with melanoma and lung cancer, as well as metastatic melanoma in the lung. Through our computational analysis and in vitro assays, we revealed a potential mechanism in that MMP2/9 modulates the expression of PD-L1 in tumor cells. As a small molecule, SB-3CT is much cheaper to use than anti-PD-1 or anti-CTLA4 antibodies [61]. More importantly, SB-3CT targets MMP2/9 in the tumor microenvironment rather target immune response directly, which is how antibodies function, and it may cause less toxicity or immune-related adverse events, thus making SB-3CT a potential reagent for future immunotherapy [62–64]. Further studies are necessary to examine the potential toxicity of SB-3CT or its associated immune-related adverse events.

Our work provides a novel paradigm for reducing the workload for identifying potential reagents for immunotherapy through integrative analysis as well as in vitro assays. We subdivided MMPs based on the structure of functional domains and their substrate specificities as the previous study suggested, including signal peptide domain, propeptide domain, catalytic domain, and haemopexin-like domain [10]. This is a widely accepted classification, which is used in many other studies [10, 65–67]. It is possible to subdivide MMPs based on different criteria, which may lead to the discoveries of other MMP inhibitors that may play significant roles in clinical practice.

## Conclusions

MMP2/9 is significantly dysregulated in human cancers and is associated with poor prognosis and detrimental immune features. The inhibition of MMP2/9 by SB-3CT significantly reduced the tumor burden and improved survival time via the promotion of anti-tumor immunity, potentially through reducing PD-L1 expression. SB-3CT treatment enhanced the therapeutic efficacy of PD-1 or CTLA-4 blockade in the treatment of both primary and metastatic tumors, thus providing a novel therapeutic strategy for SB-3CT and ICB therapy to enhance immunotherapy efficacy.

## Supplementary information

**Additional file 1: Fig. S1.** MMP2/9 associated with poor prognosis and cancer hallmarks. **Fig. S2.** Schematic of experimental tumor-bearing model for the combination treatment of SB-3CT and PD-1 blockade. **Fig. S3.** Expression of TILs in tumors from B16F10 xenograft mouse model with SB-3CT and PD-1 blockade. **Fig. S4.** Association of MMP2/9 score and PD-L1. **Fig. S5.** PD-L1 Expression through MMP2/9, SB-3CT with limited activity in the context of KD of MMP2 and MMP9. **Fig. S6.** Combination treatment of SB-3CT and CTLA-4 blockade in tumor-bearing model. **Fig. S7.** Expression of TILs in tumors from B16F10 xenograft mouse model with SB-3CT and CTLA-4 blockade. **Fig. S8**. Infiltration of functional immune cells in tumors from B16F10 xenograft mouse model with SB-3CT and CTLA-4 blockade. **Fig. S9.** Effects of SB-3CT in mouse model of B16F10 tumor with lung metastasis.

## Data Availability

The RNA-seq data for SB-3CT treatment have been submitted to the NCBI Gene Expression Omnibus with accession number GSE141585 [68]. All public datasets analyzed in this study are listed in the Methods “Data collection and processing” section.

How the deposited data were processed for this re-analysis (not part of the article)

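RNA from A375 human melanoma cells was measured in 12 samples, 3 each of untreated cells and of cells treated for 24 h with SB-3CT, with IFNγ or with both. The authors aligned the reads to hg19 with hisat2 and calculated FPKM with Stringtie, and the paper's text names no further scaling between samples. The deposited values are on the log2 scale: they fit log2(FPKM + 1), with a highest value of 12.16, and were used as such, with 2 to the power of the value minus 1 taken wherever FPKM was needed. The tests had been laid out for FPKM, so only the step of taking logarithms was left out. Columns were matched to samples by name, and 0 columns of values per sample were left unused. Only genes with symbols from A1BG to FAM46B, 4918 in all, were analysed here, so MMP2, MMP9 and IRF1 were not.

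Pairs of groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend, unpaired, with only the 3 + 3 samples of a comparison in the fit). The comparisons were SB-3CT with IFNγ against IFNγ, SB-3CT against control, and IFNγ against control. The difference between the SB-3CT changes with and without IFNγ was fitted over all 12 samples. Genes were counted at the thresholds of the legend of Fig. 5n (fold change over 1.5, unadjusted p-value under 0.05) and at a Benjamini-Hochberg adjusted p-value under 0.05. Between 3 samples and 3 an exact permutation test cannot give a p-value under 0.1. The functions were tested on simulated data: of 200 genes changed by 1 on the log2 scale among 4918, 98.5% were recovered in the comparison of 2 groups, with 13 other genes called, and 96% in the fit of the difference, with 19 other genes called. With no change simulated, 0 genes were called in the comparison of 2 groups. No such value is given for the fit of the difference. The changed genes were drawn from those with a mean over 2 on the log2 scale, and noise was drawn independently for each gene and sample. The data behind these counts held no difference in scaling and no trend with length or GC content. They therefore do not bear on calls that rest on either.

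The genes named in the text follow a rule that, like the pathway lists, was fixed before the data were examined: CD274, CXCL10 and, for each comparison, the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean FPKM of at least 1 and no overlap between the groups, together with the 3 largest falls in each pathway list. One result under this rule is not reported here. The pathway lists, and those of IFNγ response, oxidative phosphorylation, mesenchymal and PD-L1 regulator genes, were written by hand and are not published lists. Lower genes in a list were tested with Fisher's exact test, and random lists (10000 draws, matched on mean expression in 20 bins, or on mean expression in 10 bins and length in 5) were used to place a list's median change. Lists of ATF4 targets, NRF2 targets and cell cycle genes were written after the largest changes had been seen, and the genes seen were left out of their tests.

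Gene positions, transcript lengths and GC content came from GENCODE release 44 mapped to GRCh37 (hg19). Of the 4918 symbols, 4458 matched directly and 417 through an older symbol, and 98.5% had a transcript length. Relative depth was taken from the ratios of FPKM below 0.15 between samples, which pile up at the ratio of the value of 1 read. All 66 pairs of samples lay within 0.05 on the log2 scale of one set of depths. Absolute depth is unknown, so no counting error is given. The alternatives tried were a pseudocount of 0.1, a mean FPKM of at least 1, scaling by the median ratio, quantile normalization, all 4 groups in one fit, the replicate number as a block, each sample left out in turn, eBayes without trend or with robust estimation, the thresholds of the methods section (a log2 fold change over 0.5, with p under 0.05 or 0.5), and a per-gene equal-variance test on FPKM. Removal of each sample's trend with transcript length or GC content, with either the sample's median or its summed FPKM kept, the same per-gene test on the log2 scale and a background of genes that could be lower were added after the data had been seen.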

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

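The tests of scaling for SB-3CT alone were chosen after the result was seen. The paper reports no comparison by RNA-seq of SB-3CT with control in A375 cells without IFNγ. In it, 602 genes had an adjusted p-value under 0.05 in limma, 264 of them higher and 338 lower with SB-3CT, and 21 were higher and 28 lower at a fold change over 1.5 and an unadjusted p-value under 0.05. The largest rises were those of ANGPTL4 (log2 fold change 1.80), CT45A5 (1.38), CHAC1 (1.17), CYB5R3 (1.09) and CYP1A1 (1.01), and the largest falls those of AGMO (-1.12), C5orf58 (-1.08), FABP7 (-0.92), DHCR7 (-0.91) and BANCR (-0.85). CT45A5 has near-identical paralogs. C5orf58 (1.75 to 0.293 FPKM) and BANCR (1.14 to 0.191 FPKM) were low in both groups. The limit on the mean FPKM of named genes was taken over all 12 samples, and BANCR was at 37.2 FPKM with IFNγ. With one sample left out, FABP7 had an adjusted p-value over 0.05 in 2 of the 6 fits (0.0559 and 0.0612) and BANCR in 3 (0.0553 to 0.0599). Library scaling does not account for the number, since 680 genes passed after scaling by the median ratio. The number depended on which samples entered: it was 912 without SB-3CT replicate 1 and between 73 and 88 in the other 5 fits that each left out one sample. All 6 fits lost 1 sample, so the loss of a replicate does not account for the gap between 912 and 73 to 88 genes. The number therefore depended on SB-3CT replicate 1. For the fall in the other 5 fits, an effect of single samples cannot be told apart from the loss of a replicate (73 genes at the least). Of the 10 splits of the 6 samples, 1, the real one, gave as many genes, and another split gave at most 2, but 3 samples against 3 cannot give a share under 0.1. The treatment with SB-3CT stays open as the biological explanation.

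The change with SB-3CT differed with and without IFNγ in 1099 genes (limma, interaction term, adjusted p-value under 0.05), 233 with a higher and 866 with a lower change under IFNγ. The number was 641 after scaling by the median ratio and 640 after quantile normalization, so part of it rests on the scaling. Of 100 assignments of SB-3CT to the samples within each IFNγ state, 3 gave as many genes, the real one included. Both others (1556 and 1409 genes) exchanged all 3 pairs of samples under IFNγ and 1 pair without, which turns the difference of the 2 changes largely into their sum. Across the 3177 genes with a mean FPKM of at least 1, the 2 changes, which share no samples, had a Pearson r of 0.45 and a Spearman rho of 0.47 (across genes, which are not independent replicates). Of the 303 genes that passed the adjusted threshold in both comparisons, 262 changed in the same direction. Both changes also varied with transcript length (Spearman rho -0.61 with and -0.23 without IFNγ) and with GC content (0.33 and 0.56). A trend shared by both comparisons could give such a correlation, which was not computed with these trends removed.

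CD274 is among the genes with such a difference: its change with SB-3CT under IFNγ minus that without was -0.60 on the log2 scale (adjusted p = 0.0154 from limma). The difference was -0.38 (adjusted p = 0.0814) after scaling by the median ratio and -0.44 (adjusted p = 0.058) after quantile normalization, so its size and call depend on the scaling. Across its other alternatives the adjusted p-value lay between 0.00539 and 0.0414. CD274 without IFNγ was below 1 FPKM in all 6 samples, where the log2(FPKM + 1) scale compresses any fall.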

How the results depend on the processing

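The alternatives and tests named here were set in advance, except those said to be chosen after seeing the data. The fall of CD274 with SB-3CT under IFNγ kept its direction in every alternative run. Its adjusted p-value stayed under 0.05, at changes between -0.61 and -0.28 on the log2 scale, in all but one, the removal of the length trend with each sample's summed FPKM kept (-0.23, adjusted p = 0.0511 from limma), which was chosen after seeing the data. The cause of this change was not tested further. The alternatives without that removal gave adjusted p-values from 0.000209 to 0.036, and the rise of CD274 with IFNγ and the lack of a call with SB-3CT alone were likewise kept. MMP2 and MMP9 were not analysed here. Of 48 results for single named genes, 42 kept direction and side of the threshold, 6 changed side and 0 reversed. These 48 results were not examined with the length or GC trend removed. The genes that changed are given where they are named, apart from CXCL10, whose rise with SB-3CT under IFNγ (0.44) had adjusted p-values of 0.0543 and 0.0508 without IFNγ replicates 1 and 3.

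The counts of genes for SB-3CT with IFNγ against IFNγ were 47 higher and 320 lower. With scaling by the median ratio they were 193 and 57, and with quantile normalization 91 and 53, so the excess of lower genes reversed under both. Both scalings bring the median change to 0, and why the split reversed was not tested. With a pseudocount of 0.1 the counts were 111 and 761, with the per-gene equal-variance test on FPKM 79 and 791, with a log2 fold change over 0.5 and p under 0.05 89 and 530, and with p under 0.5 93 and 535. With the length trend removed, chosen after seeing the data, 13 genes were higher and 299 lower where each sample's median was kept, and 71 and 45 where its summed FPKM was kept. With the GC trend removed and the summed FPKM kept, also chosen after seeing the data, 174 genes were lower. They ranged from 34 to 76 higher and from 230 to 457 lower across the 6 fits that each left out one sample, 76 and 457 being without IFNγ replicate 2. Genes with an adjusted p-value under 0.05 ranged from 1230 (without IFNγ replicate 3) to 1977 across these fits. After scaling by the median ratio, 811 of such genes were higher and 760 lower. After quantile normalization, 542 were higher and 714 lower, so lower genes stayed in excess there. For SB-3CT against control, 21 genes were higher and 28 lower, against 82 and 138 with a pseudocount of 0.1, 66 and 134 with the per-gene test on FPKM, 32 and 56 with a log2 fold change over 0.5 and p under 0.05, and 33 and 60 with p under 0.5. They ranged from 21 to 25 higher and from 26 to 55 lower (55 without SB-3CT replicate 1), and the adjusted count from 73 to 912, with one sample left out. The adjusted count for IFNγ against control ranged from 562 (without control replicate 3) to 982, around 958, and that of the interaction from 678 (without control replicate 2) to 1450, around 1099, across such fits. The interaction gave 641 genes with scaling by the median ratio and 640 with quantile normalization. The fits with a sample left out have fewer samples; beyond that and the scaling, the cause was not tested.

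The replicate numbers do not pair the samples: the correlations of same-numbered samples' deviations were -0.07, -0.06 and 0.04 between IFNγ with and without SB-3CT, 0.04, -0.01 and 0.07 between SB-3CT and control, and 0.09, 0.17 and -0.03 between IFNγ and control. With the replicate number as a block, 259 genes passed for SB-3CT against control, against 602 without, and the other counts stayed within 1.5 times, at 1609, 775 and 1082 genes for SB-3CT with IFNγ against IFNγ, IFNγ against control and the interaction. The calls of CD274 (-0.53, 0.08 and 3.88 with the block) and of the pathway lists did not change.

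No pathway list passed adjustment over the 7 lists in Fisher's exact test on the deposited scale, and odds ratios near 1 changed sides easily. With scaling by the median ratio the odds ratio was 0 for mTOR, Hippo, AMPK, HIF-1 and FoxO, and with quantile normalization it was 0 for AMPK, HIF-1 and FoxO, while that of PI3K-Akt stayed above 1 (4.60 and 4.97). With a mean FPKM of at least 1 it was 0.89 for AMPK and 0.80 for FoxO, and against the background of genes that could be lower, chosen after seeing the data, 0.85 and 0.89. By the per-gene test on FPKM it was 0.97 for HIF-1 and 2.10 for TGF-beta, and TGF-beta, at 0 on the deposited scale, had 1.71 with a pseudocount of 0.1 and 1.09 for lower genes by adjusted p. With one sample left out it ranged from 1.18 to 2.27 for PI3K-Akt (1.18 without replicate 3 of SB-3CT with IFNγ), from 1.4 to 2.8 for Hippo, from 1.36 to 2.39 for HIF-1, from 0.75 to 3.26 for mTOR (0.75 without IFNγ replicate 1), from 0 to 1.23 for AMPK, from 0 to 2.38 for FoxO and from 0 to 2.31 for TGF-beta. In fry the adjusted p-value of a fall was 0.0114 for PI3K-Akt, Hippo, AMPK, FoxO and TGF-beta, 0.0126 for HIF-1 and 0.0269 for mTOR. In camera it was 0.833 for mTOR, in the direction of a rise, and 0.268 for TGF-beta. Among 10000 random lists matched on mean expression the median change of the TGF-beta list was at percentile 36.12 and that of FoxO at 15.31, and those of the other lists lay between 1.03 (Hippo) and 19.17 (mTOR), with no adjusted p-value under 0.0721. The cause of these changes was not tested. Depth limits the genes with low FPKM most, since absolute read numbers are unknown.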

Differences from the paper's values

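The comparison at the share of genes covered and the match of random lists on length were chosen after the results were seen. The paper's reported numbers are 323 upregulated and 1870 downregulated genes, and the numbers here were 47 and 320, among the 4918 genes with symbols from A1BG to FAM46B. The paper's numbers are not limited to this range, so the pairs do not cover the same genes. None of the alternatives set before the data were examined reached the paper's numbers themselves: they gave between 34 and 193 higher and between 53 and 791 lower genes. By symbol, 27.0% of the protein-coding genes of RefSeq fall in the range, and at that share the paper's numbers would come to 87.3 and 505 if its genes were spread evenly over symbols. A log2 fold change over 0.5, as in the paper's methods, gave 89 higher and 530 lower genes with p under 0.05 and 93 and 535 with p under 0.5. These settings, and leaving out IFNγ replicate 2 (76 and 457), lay within 1.5 times of both scaled numbers, and the other alternatives set in advance did not. The share of lower genes was 85.3% of the paper's called genes and 87.2% here, against 22.8% after scaling by the median ratio and 36.8% after quantile normalization.

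The paper states that the downregulated genes were enriched in the PI3K-Akt, AMPK, Hippo, HIF-1 and mTOR pathways. With hand-written lists over the same range of symbols, no list had an adjusted p-value under 0.05 in Fisher's exact test (lowest 0.148, for PI3K-Akt and mTOR, whose unadjusted p-values were 0.0424 and 0.0322), and the odds ratio of the AMPK list was 1.06. The test fry, which is self-contained and so also registers the shift of all genes, called a fall in each of these lists, at adjusted p-values from 0.0114 to 0.0269. The test camera, which compares a list with the other genes, called none (adjusted p-values from 0.268 to 0.833, with mTOR in the direction of a rise). Among random lists matched on mean expression, the median changes of these lists lay at percentiles 1.03 (Hippo, adjusted p-value 0.0721), 5.66 (PI3K-Akt), 6.48 (AMPK), 17.03 (HIF-1) and 19.17 (mTOR), and among lists matched on length as well between percentiles 29.5 and 49.9.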

Other observations

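The tests of gene length, GC content, depth, the scaling of CD274, the response to IFNγ, and the ATF4, NRF2 and cell cycle lists were chosen after the results they concern had been seen. The excess of lower over higher genes with SB-3CT under IFNγ (6.81 lower genes per higher gene) depended on how the samples are scaled. After scaling by the median ratio there were 0.295 lower genes per higher gene and after quantile normalization 0.582, which is consistent with the excess resting on the scaling of FPKM, although these scalings assume that the median gene does not change and a true fall in many genes would be removed by them as well. No single sample carried the excess, since at least 5.19 lower genes per higher gene were left with a sample left out. The 100 most abundant genes held 48.7% to 48.8% of the summed FPKM with SB-3CT and IFNγ and 43% to 46% with IFNγ. After scaling to the summed FPKM of the other genes, the median change of these other genes was still below 0, at -0.07. On the deposited scale the median was -0.09 over all genes and -0.20 over genes with a mean FPKM of at least 1. Lower and higher genes were not counted under this scaling, so how much of the excess the most abundant genes account for stays open. A lower depth with SB-3CT and IFNγ does not account for the excess. The mean depth was 112% of that of the controls with SB-3CT and IFNγ and 119% with IFNγ. With IFNγ it was 103% without the deepest sample, IFNγ replicate 1. Without that sample 6.76 lower genes per higher gene were left. For trends with length and GC content, a first version of the test kept each sample's median and so also kept any shift of all genes, which leaves it without weight. With each sample's summed FPKM kept instead, removal of the GC trend left 2.68 lower genes per higher gene, so GC content accounts for at most part of the excess, whereas removal of the length trend left 0.634. The excess may therefore rest, at least in part, on the relation of the change to length, on the scaling, or on both. Whether that relation is technical or an effect of SB-3CT was not tested. In the 10 splits of the 6 samples, 1, the real one, gave as many genes with an adjusted p-value under 0.05 as the 1862 found, and the same held for the 958 genes of IFNγ against control (1 of 10 splits), a design in which the share cannot fall under 0.1.

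The changes with SB-3CT varied with transcript length. In 5 groups of increasing length among the 3142 genes with a mean FPKM of at least 1 and a known length, the median log2 change with SB-3CT under IFNγ was 0.12, -0.10, -0.24, -0.33 and -0.43 from the shortest group (median length 1174 bases) to the longest (7233 bases), with a Spearman rho of -0.61 across genes. For SB-3CT alone the medians were 0.03, 0.02, -0.03, -0.06 and -0.11 (rho -0.23), and the change went with GC content (rho 0.56). Genes of the oxidative phosphorylation list (26 tested) had a median change of 0.50 with SB-3CT under IFNγ, 0.76 after scaling by the median ratio and 0.30 after quantile normalization, at percentile 100 of 10000 random lists matched on mean expression and length (median 0.16). With SB-3CT alone their median change was -0.03, with 1 gene higher and 1 lower at an adjusted p-value under 0.05. Matched on length as well as mean expression, the medians of the 7 pathway lists lay between percentile 29.5 (Hippo) and 54.9 (TGF-beta).

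A hypothesis for the lower CD274 is a weaker response to IFNγ as a whole. Of the IFNγ response list, which leaves out CD274, 22 genes were tested, and 21 of these rose with IFNγ at an adjusted p-value under 0.05. These 21 had a median change of -0.45 with SB-3CT under IFNγ, at percentile 0.04 of 10000 random lists matched on mean expression (median -0.20), so CD274 may be one of many response genes that fell. The list's median was -0.44, -0.19 after scaling by the median ratio and -0.27 after quantile normalization, and 0 with SB-3CT alone. CXCL10 went the other way (0.44). Scaling by the median ratio took the change of CD274 from -0.53 to -0.28 (adjusted p = 0.032 from limma). Library scaling may therefore account for part of the size of the fall, but not for all of it. A single sample does not account for the fall (adjusted p at most 0.036 from limma with one left out). Gene length is not excluded, since CD274 had an adjusted p-value of 0.0511 with the length trend removed and the summed FPKM kept.

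DDIT3 and ASNS, which rose with SB-3CT under IFNγ, are targets of the stress-induced transcription factor ATF4, and AKR1C1 and AKR1B10 are targets of NRF2, which responds to oxidative stress. ASNS and AKR1B10 were chosen after their values were seen. As hypotheses, SB-3CT may raise ATF4 and NRF2 targets as sets. Without the genes seen before, 16 ATF4 targets had a median change of 0.04 and 15 NRF2 targets one of 0.10 with SB-3CT under IFNγ, where random lists matched on mean expression and length had -0.18 and -0.13 (percentile 99.9 for both). With SB-3CT alone, in other samples, the medians were 0.27 and 0.26, against -0.02 for random lists (percentile 100 for both). All members together had medians of 0.04 and 0.15 under IFNγ, which rose to 0.27 and 0.38 after scaling by the median ratio. After quantile normalization they were 0.09 and 0.32, so the size of the ATF4 change depended on the scaling. At an adjusted p-value under 0.05 on the deposited scale, 5 ATF4 targets were higher and 3 lower under IFNγ. Of the NRF2 targets, 7 were higher and 2 lower. As a further hypothesis, cell cycle genes, of which ATAD2 and CENPF had been seen to fall, may fall as a set with SB-3CT under IFNγ: the other 50 had a median change of -0.40, against -0.22 for matched random lists (percentile 0 of 10000, so none of the lists was as low), and -0.10 with SB-3CT alone (percentile 1.76). Their median stayed below 0 after scaling by the median ratio (-0.25, all 52 genes). CENPF was also chosen after its value was seen. These lists were written by hand, and no other treatment in these samples tests the transcription factors themselves.

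Of the mesenchymal genes that Fig. 7b shows for mouse tumors, 10 human genes of the same names were tested in A375 cells. Their median change with SB-3CT under IFNγ was -0.12, at percentile 51.6 of matched random lists, with 2 genes lower and 0 higher at an adjusted p-value under 0.05. Of the regulators of PD-L1 named in the introduction, 4 were tested, with a median change of -0.27 (-0.07 after scaling by the median ratio). At an adjusted p-value under 0.05, 2 of them were lower and 0 higher, and 1 was lower and 1 higher after that scaling.

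With IFNγ alone against control, the largest rises were those of BST2 (log2 fold change 6.55), CXCL10 (6.35), C1S (5.14), CTSS (4.55) and the long non-coding RNA BANCR (4.14), and the largest falls those of AGMO (-1.72), CHI3L2 (-1.56), the long non-coding RNA DANCR (-1.48), ARG2 (-1.28) and FABP7 (-1.18), each with an adjusted p-value of 0.00425 or less in limma.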
